# Synchronization between peripheral circadian clock and feeding-fasting cycles in microfluidic device sustains oscillatory pattern of transcriptome

**DOI:** 10.1038/s41467-021-26294-9

**Published:** 2021-10-26

**Authors:** Onelia Gagliano, Camilla Luni, Yan Li, Silvia Angiolillo, Wei Qin, Francesco Panariello, Davide Cacchiarelli, Joseph S. Takahashi, Nicola Elvassore

**Keywords:** Lab-on-a-chip, RNA sequencing, Circadian rhythms, Feeding behaviour, Biomedical engineering

## Abstract

The circadian system cyclically regulates many physiological and behavioral processes within the day. Desynchronization between physiological and behavioral rhythms increases the risk of developing some, including metabolic, disorders. Here we investigate how the oscillatory nature of metabolic signals, resembling feeding-fasting cycles, sustains the cell-autonomous clock in peripheral tissues. By controlling the timing, period and frequency of glucose and insulin signals via microfluidics, we find a strong effect on *Per2*::Luc fibroblasts entrainment. We show that the circadian *Per2* expression is better sustained via a 24 h period and 12 h:12 h frequency-encoded metabolic stimulation applied for 3 daily cycles, aligned to the cell-autonomous clock, entraining the expression of hundreds of genes mostly belonging to circadian rhythms and cell cycle pathways. On the contrary misaligned feeding-fasting cycles synchronize and amplify the expression of extracellular matrix-associated genes, aligned during the light phase. This study underlines the role of the synchronicity between life-style-associated metabolic signals and peripheral clocks on the circadian entrainment.

## Abstract (web summary)

Chronic desynchronization between physiological and behavioral rhythms has been linked to the onset of metabolic diseases. Here the authors control the cyclic metabolic signals in a microfluidic device to study the effects of the timing, period and frequency of glucose and insulin on the transcriptome of cultured fibroblasts.

## Introduction

Many processes of mammalian behavior and physiology, such as sleeping and feeding, are cyclically regulated during the 24 h solar day by the circadian clock system. The molecular mechanism governing circadian rhythmicity is based on a complex program of several interconnected transcriptional and post-translational negative feedback loops where the major players, the two positive regulators, CLOCK and BMAL1, and the repressors belonging to the *Cryptochrome* (CRY1 and CRY2) and *Period* (PER1, PER2, PER3) families, in turn, lead to circadian oscillations^1–3^. The circadian input consists of two major pathways. The first is the light input pathway via the hypothalamic suprachiasmatic nuclei (SCN), known as the circadian pacemaker. The second is the feeding input pathway: temporal feeding restriction changes the phase of circadian gene expression in peripheral tissues^4–6^, which is highly conserved among plants, different animal lineages, and including human^7,8^.

Chronic desynchronization between physiological and behavioral rhythms (as in shift work, sleep disruption, or abnormal feeding schedules in humans) carries a significant risk of diverse disorders, ranging from sleep disorders to diabetes, obesity, cardiovascular disease, and cancer^9–13^. In particular, chronic desynchronization of food intake from the circadian clock system in humans is an important factor in the onset of metabolic diseases^9,15^. Thus, a deeper understanding of the mechanisms by which environmental inputs affect the circadian clock and the rhythmicity of cellular functions is critically important for the prevention of diseases.

In the past, peripheral clocks were thought to be synchronized primarily by the hypothalamic suprachiasmatic nuclei SCN in response to light^16^. However, in the last decades, it has become clear that behavioral rhythmicity is one of the major entrainment cues in terms of synchronization of peripheral clocks^5,17–19^. Specifically, it was shown that rhythmic feeding and caloric content are involved in various nutrient-sensing pathways, such as insulin/IGF-1, SIRT1, NAMPT, AMPK, PGC-1a, mTOR, GSK3b, and FGF21, that are both necessary and sufficient to synchronize the circadian expression of peripheral clocks^20–26^.

Although there is a lot of scientific evidence about the link between the circadian clock and metabolism, the design of an experimental strategy for investigating and dissecting the contribution of specific oscillatory metabolic patterns on the circadian clock is a challenge. In vivo studies provide information about the entire organism, with limited capability of dissecting the contributions of the different circadian inputs (such as light, feeding/fasting regimes, activity, temperature) or other major factors (such as the endocrine system, metabolite fluctuations) in the circadian system of peripheral tissues^27–29^. On the other hand, in vitro circadian experiments^30–32^, based on a single pulse of metabolic stimulation mimicking the onset of the feeding phase, showed evidence of peripheral circadian alteration^4,33–36^. However, these in vitro experiments show limited capability in reproducing the rhythms of metabolic signals associated with dietary regimens and timing.

In this work, we start to rationally investigate how the dynamic oscillatory nature of metabolic signals, resembling the daily feeding-fasting cycle, alter or, even profoundly reset, the cell-autonomous circadian clock in peripheral tissues. We hypothesize that frequency-encoded metabolic stimulations affect the cell-autonomous circadian clock and alter the rhythmicity of the cellular transcriptome. We also explore whether mismatch of cell-autonomous circadian clock and phases of 24 h metabolic cycles could affect circadian rhythms.

We take advantage of microfluidic technology to perform periodic cyclic stimulations^37,38^ under controlled microenvironment conditions. The characteristic micrometric dimension of microfluidics supports laminar flow, which results in highly reproducible mass transport condition, accurate spatio-temporal control of the concentration of solute over a cell monolayer, and fast change of medium volume, typically of few microliters. Microfluidics can be easily automatized for remote control of culture conditions and enables multiplexing analyses. In the circadian field, these microfluidics properties have been exploited for long-term bacteria and algae measurements of synchronized oscillations in a chemostatic environment by continuous perfusion^39–44^. Recent studies reported microfluidic approaches for studying the molecular mechanisms of circadian gene oscillations in mammalian cells by period pulsed stimulations^45^.

Here, we specifically develop a microfluidic approach to perform periodic cyclic stimulations^37,38^ under controlled microenvironmental conditions, while continuously monitoring circadian oscillations. Long-term circadian study of mammalian microfluidic cell culture shows the unexpected importance of frequency-encoded metabolic perturbations for resetting the circadian clock. Furthermore, through cyclic temporal stimulations, we dissect the contributions of the feeding and fasting phases on clock resetting with oscillatory stimulation synchronous and asynchronous with the cell-autonomous circadian clock.

## Results

### Microfluidic technology for circadian studies

We designed and developed a microfluidic platform (Supplementary Fig. S7) to perform frequency-encoded metabolic perturbations, while recording circadian gene expression by luminescence detectors (Fig. 1a). This microfluidic setup was connected with an external liquid handling system for accurate control of medium delivery (Fig. 1b). The recording of luminescence signals from the two 1.75 μL microfluidic cell culture chambers was performed under a temperature-controlled microscope providing a spatial resolution of 20 μm.

**Fig. 1:**
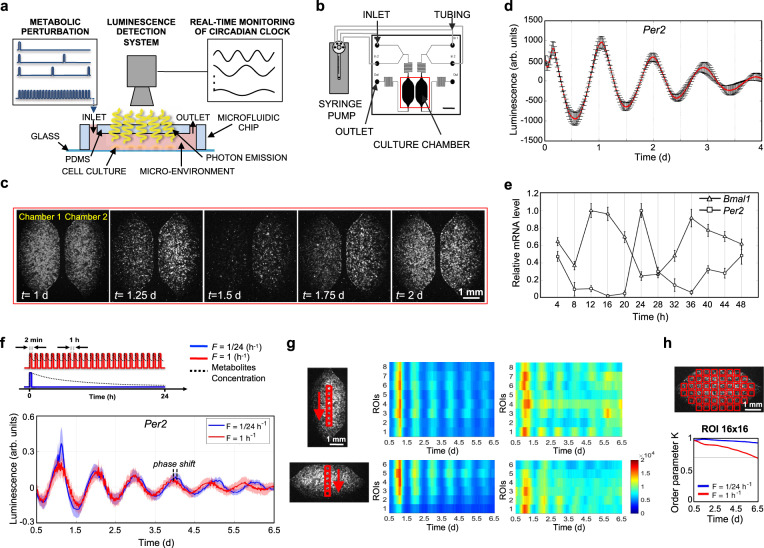
Real-time luminescence recording for live measurement of clock gene dynamics. **a** Schematic representation of experimental setup for the acquisition of bioluminescence signal from cell integrated microfluidic chip; microfluidic setup is coupled with a microscope and liquid handling system. **b** Schematic representation of the liquid handling system connected to the microfluidic device, composed of two independent culture chambers (two inlets and one outlet for each). Scale bar 2.5 mm. **c** Time-lapse of bioluminescence images of a representative experiment, captured every 30 min, of mouse Per2::Luc fibroblasts, showing circadian rhythms of luminescence for 2 days. Scale bar 1 mm. **d** Baseline-subtracted Per2::Luc bioluminescence patterns acquired for 4 days from a microfluidic chamber after dexamethasone shock. Data are represented as mean ± s.d., *N* = 9 for each condition. **e** Temporal profiles of clock gene expressions, BMAL1 and PER2, in human fibroblasts integrated in the microfluidic platform, after synchronization (*t* = 0) with dexamethasone. mRNA level of clock genes was measured by qPCR and normalized to GADPH expression. Data are represented as mean ± s.d., *N* = 3 for each group. **f** Top, Schematic representation of the two different protocols of medium delivery imposed by automatic medium change. Bottom, Per2::Luc 6-day bioluminescence signal intensity in the 16-by-16 pixel ROIs, shown in the scheme in **h** (top), under the two medium change conditions, after baseline subtraction using ﻿LumiCycle Analysis program (Actimetrics). Solid line: mean signal intensity, patch: area delimited by mean ± s.d. of the 48 ROIs indicated in **h**. **g** Heatmaps of mean Per2::Luc 6-day bioluminescence signal intensity in the 16-by-16 pixel ROIs, shown in the schemes on the left, under the two medium change conditions shown in **f**. Colorbar indicates the bioluminescence signal intensity after image pre-processing in arbitrary units and applies to all four heatmaps. Scale bar 1 mm. **h** Kuramoto order parameter *K*, calculated for the time intervals between time 0.5 d and the time shown on the *x* axis, indicating the level of synchrony between the 16-by-16 pixel ROIs, shown in the scheme on top (*K* = 1 means complete synchrony). The horizontal gray line highlights a value of 0.7. Source data are available as a Source Data file. Scale bar 1 mm.

As proof of concept of circadian synchronization of mammalian cell cultures in a microfluidic environment, Fig. 1c and Supplementary Movie 1 show a time-lapse of luminescence signal from mouse *Per2*::Luc fibroblasts. The microfluidic experimental setup permits recording of highly reproducible, robust, and spatially resolved oscillatory behavior of the cell population after dexamethasone shock (Fig. 1d). To further verify the feasibility of microfluidic circadian investigation, we performed a qPCR analysis of *Per2* and *Bmal1* gene expression in Human Foreskin Fibroblasts (HFF) for 48 h after dexamethasone shock (Fig. 1e), a typical protocol for in vitro circadian entrainment^46^. The expression of the two genes was rhythmic and in anti-phase of 12 h, according to the mechanisms of transcription/translation feedback loops that regulate the circadian clock at the molecular level. These results showed the feasibility of circadian studies using microfluidic technology.

The capability to manipulate and control the microfluidic cellular microenvironment by external liquid handling offers unlimited strategies of how cell culture can be perfused, from low to high frequency of periodic perfusion^47^. However, how the perfusion frequency affects the circadian clock needs to be investigated, in consideration of a balance between nutrient delivery and waste product removal or a spatial heterogeneity that perfusion strategies can avoid. Here, we implemented two protocols of frequency of medium delivery, *F* = 1/24 h^−1^ and *F* = 1 h^−1^ (Fig. 1f, top), that were simultaneously imaged in two independent microfluidic cell culture chambers (Fig. 1c). A flow rate of 3 μL/min was used to minimize the shear stress on the cell culture^47^. The temporal patterns of *Per2*::Luc mouse fibroblasts exhibited robust circadian expression for 6.5 days in both conditions, as shown in Fig. 1f. Interestingly, ultradian medium changes led to a shorter period of 22.6 ± 0.8 h, compared to 23.7 ± 0.3 h obtained with *F* = 1/24 h^−1^ (Supplementary Fig. S2a). We observed a consistent increase of the phase shift, measured as a time difference between two corresponding peaks in the two protocols (*F* = 1/24 h^−1^; *F* = 1 h^−1^), from 0.1 ± 1.8 h at day 1 to 6.3 ± 5.7 h at day 6 (Supplementary Fig. S2b).

To investigate the phase without any assumption of constant-period oscillatory behavior in either medium change regime, we analyzed the instantaneous phase using Hilbert transform^43^ (Supplementary Fig. S2d, e). The parallel trends in both plots in Supplementary Fig. S2d demonstrate the constant-period hypothesis as reasonable, however, higher variability in the phase of different ROIs in *F* = 1 h^−1^ condition is showed in Supplementary Fig. S2e.

In order to ensure that circadian behavior was homogeneous throughout the cell culture surface and was independent from the specific region of the microfluidic cell culture chamber (typically, upstream/downstream or central/lateral position), we analyzed the images of the two culture chambers by discretizing the vertical and horizontal directions into adjacent ROIs of 16 × 16 pixels (Fig. 1g).

We found that the protocol with *F* = 1/24 h^−1^ ensured a more homogeneous distribution of the luminescence signal in horizontal and vertical directions, proving a well-defined circadian behavior. Conversely, the protocol with *F* = 1 h^−1^ was able to keep a good synchronization until day 2, after which the circadian gene expression became overall desynchronized.

In order to quantitatively analyze the synchronization over the whole microfluidic surface, we calculated the Kuramoto order parameter^42,44^ for 16 × 16 pixel ROIs. The results in Fig. 1h confirmed that *F* = 1/24 h^−1^ provided a higher degree of spatial synchronization compared to *F* = 1 h^−1^. This result is independent from the ROI size as reported in Supplementary Fig. S2f, showing results for 8 × 8 and 32 × 32 pixel ROI.

In general, we can assume that the higher frequency of medium delivery (*F* = 1 h^−1^) led to a constant concentration of exogenous factors during an entire 24 h cycle (quasi-steady-state high-glucose condition). Whereas *F* = 1/24 h^−1^ induced dynamic changes of exogenous factors because of cellular uptake during 24 h cycle, which closely mimics typical oscillatory day/night behavior. Accordingly, we simulated this scenario with a simplified model of a representative metabolite concentration (Fig. 1f top).

### Exploring frequency and timing of feeding-fasting cycle

The previous observations suggested that peripheral circadian clocks could be entrained by cyclic oscillations of metabolic cues and endocrine factors (e.g., glucose and insulin) associated with feeding and dietary regimens or food intake timing^48^. However, it is well known that the temporal trend of the concentration of these two molecules in the blood is highly correlated, as insulin acts in response to an increase of glucose concentration in the blood for maintaining energy homeostasis; thus, we reasoned that simultaneous variations of glucose and insulin concentrations could better mimic the physiological condition and be more relevant to study.

In order to enhance the capability of performing simultaneous experiments and increasing throughput, we integrated 14 microfluidic chips (Supplementary Fig. S8), each with 3 independent microfluidic cell culture chambers (Supplementary Fig. S1b), within a temperature-controlled luminescence imaging chamber equipped with a large field of view CCD camera. This experimental setup allows an integral measurement over the cell surface with a spatial resolution of 300 microns. Flow condition during media changes was either generated by volumetric pump using external liquid handling^49^ or by capillary forces after media droplet deposition at microfluidic inlet^50^.

With this setup, we asked how glucose and insulin, provided at different concentrations and frequencies, affect *Per2* expression in *Per2*::Luc mouse fibroblasts. First, we explored how different combinations of glucose-insulin affect *Per2* expression in *Per2*::Luc mouse fibroblasts in vitro (Supplementary Fig. S3a, b). This screen suggested that, while the period is unaffected (Supplementary Fig. S3c), a significant difference (*P* < 0.01) in the phase shift of *Per2* expression can be achieved by changing the concentration levels of glucose and insulin in the range of 2–25 mM and 0–50 nM, respectively (Supplementary Fig. S3d). Thus, to mimic the metabolic oscillatory behavior during day–night cycle, we will supply two types of media to the cells in the next experiments: medium H, containing 25-mM glucose (High concentration) and 10-nM insulin, and medium L, containing 2-mM glucose (Low concentration) and no insulin.

Next, we analyzed how the time at which the stimulus is provided affects the alignment of the internal biological clock with the external environment. We designed a series of experiments in which we switched between H (feeding) and L (fasting) media and vice versa within a 24 h cycle, modulating the exposure period of H and L media, in HL and LH respectively, as follows: 4:20 h, 8:16 h, 12 h:12 h, 16:8 h and 20:4 h (Fig. 2a).

**Fig. 2:**
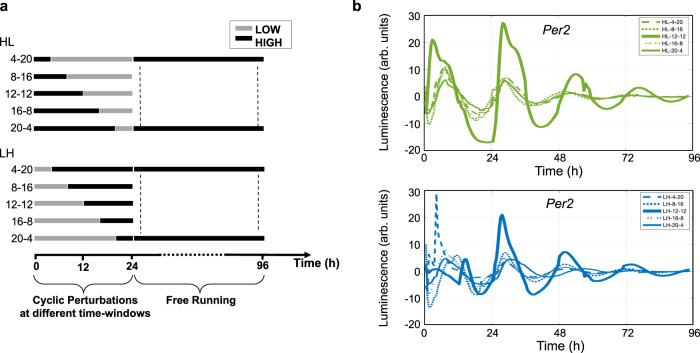
Circadian behavior under different time-dependent cyclic perturbations. **a** Schematic representation of daily perturbations under HL or LH cycles imposed at different time-windows (4:20 h, 8:16 h, 12:12 h, 16:8 h, and 20:4 h), followed by a period of FR. **b** Baseline-subtracted Per2::Luc bioluminescence rhythms of HL and LH imposed at different time windows, was acquired from *t* = 0 to *t* = 96 h at intervals of 30 min; data are represented as mean of bioluminescence signal after baseline subtraction, *N* = 3 for each group. Source data are available as a Source Data file.

After one cycle of feeding-fasting cycle, external environmental agents possibly affecting oscillations were absent, free-running (FR) stage, and self-sustaining rhythms were observed. Figure 2b shows *Per2*::Luc expression during metabolic perturbation and FR, for both HL and LH recorded from microfluidic chambers. Interestingly, the results show that the 12 h:12 h cycles between the two levels of glucose and insulin seem to provide the most sustained and robust circadian oscillations, compared to all other frequencies, in HL. On the other hand, LH, which is a misaligned metabolic pattern, exhibits disrupted oscillation of *Per2* during the stimulation part and higher variability in the FR observation (Fig. 2b). This experimental evidence is likely to be related to the alignment and misalignment between the time and the duration at which the metabolic cues are given and the intrinsic cell-autonomous clock. For all conditions, the stimulation was started at the trough of *Per2* (corresponding to *ZT* = 6, in the fasting phase in a murine peripheral oscillator model), which is aligned with HL stimulation and is in 12 h anti-phase with LH.

According to these results, we selected the 12-h frequency for all subsequent HL or LH cyclic experiments.

### Alignment and misalignment of metabolic cycles towards the core clock

We asked whether the number of cycles of feeding-fasting influences the entrainment of the cell-autonomous clocks. We designed an experiment with an increasing number of cycles for both HL and LH stimulations (Fig. 3a, b, top). Figure 3a, b (bottom) show 6-day luminescence dynamics of *Per2*::Luc fibroblasts, stimulated with either HL or LH protocols for 1, 2, or 3 cycles. HL cyclic stimulations develop sustained and robust oscillations (Fig. 3a) with remarkable consistency between all conditions during FR. On the contrary, LH exhibits impaired oscillatory behavior and high variability during stimulation and regular oscillations restored during the FR (Fig. 3b) with a different phase distribution compared to HL (Fig. 3c). In addition, analysis of the instantaneous Hilbert phase (Supplementary Fig. S5a) showed that the period is constant between all conditions. On the second day of FR, we noticed that the variability of the instantaneous phase is higher in LH stimulations compared to HL, and this variability decreases in the condition of 3 cycles of stimulation.

**Fig. 3:**
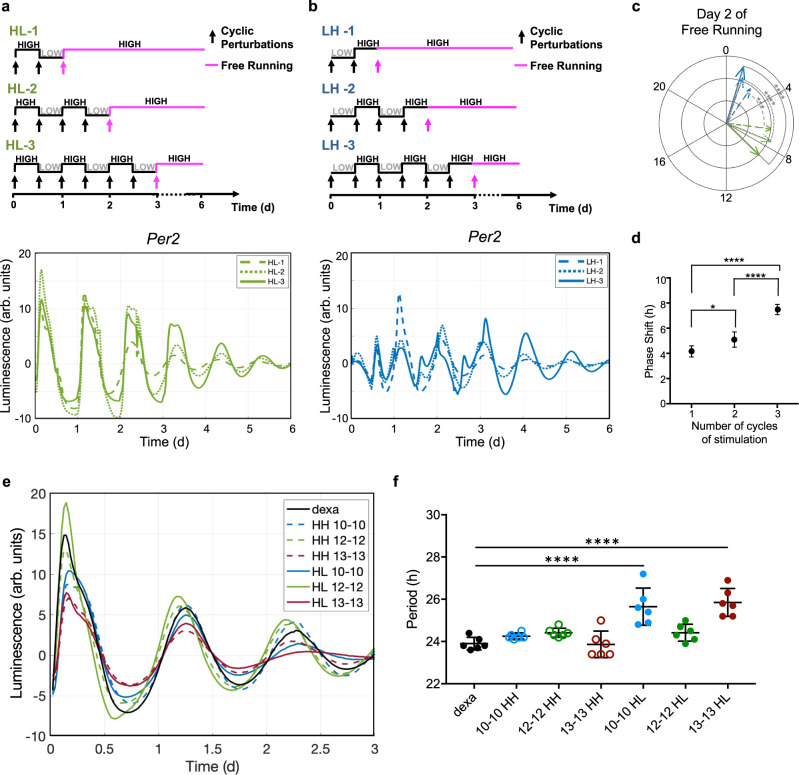
Metabolic behavior of cyclic day and night by microfluidic technology. **a** Schematic representation of feeding-fasting (HL) behavior imposed for 1, 2, or 3 days and followed by a FR condition (top); baseline-subtracted Per2::Luc bioluminescence patterns of Per2::Luc mouse fibroblasts in HL-1,2,3, acquired at an interval of 30 min (bottom). Data are represented as mean, *N* = 3 for each group. **b** Schematic representation of fasting-feeding (LH) behavior imposed for 1, 2, or 3 days and followed by a FR condition (top); baseline-subtracted Per2::Luc bioluminescence patterns of Per2::Luc mouse fibroblasts in LH-1,2,3, acquired at an interval of 30 min (bottom). Data are represented as mean, *N* = 3 for each group. **c** Polar representation of the relative temporal position of the acrophases of HL-1,2,3 and LH-1,2,3 profiles at day 2 of FR, *N* = 6 for each group; the arrow length (radial axis) indicates the value of amplitude, the angular position indicates the position of acrophase. The standard deviations of the acrophases in each condition are 0.52 h (HL-1), 1.04 h (HL-2), 0.52 h (HL-3), 1.97 h (LH-1), 1.57 h (LH-2) 0.52 h (LH-3); ***P = 0.0005, ****P < 0.0001 two-sided *t*-test. **d** Comparison of the phase shift between the HL and LH conditions imposed for 1, 2, or 3 days, after 48 h of FR. Data are represented as mean ± s.d., *N* = 6 for each group. *P = 0.0124, ****P < 0.0001 one-way ANOVA with Tukey’s multiple comparisons test. **e** Baseline-subtracted Per2::Luc bioluminescence rhythms during FR after 3 cycles of stimulation of HL and HH imposed with different time windows (10:10 h, 12:12 h, 13:13 h). The luminescence was acquired from t = 0 to *t* = 3 d at intervals of 30 min; data shown are mean baseline-subtracted luminescence signal, *N* = 4–6 for each condition. **f** Period comparison among the experimental conditions implemented in **e**, ****P < 0.0001, using one-way ANOVA with Tukey’s multiple comparisons test. Source data are available as a Source Data file.

We observed that *Per2* expression shows a phase advance in response to HL metabolic patterns whereas a phase delay to LH, with respect to the ZT before stimulation. Moreover, the increasing number of metabolic stimulation cycles increases the phase shift between HL and LH, reaching up to 8 h in the 3-cycle protocol (Fig. 3d).

We obtained comparable differences in terms of phase difference also in dish; we simulated metabolic oscillatory behaviors of day–night cycles by performing medium changes every 12 h for 3 days with the following media combinations: HL and LH, as in previous experiments, and also HH and LL, which mimic the ad libitum feeding and the low-calorie day–night regimes, respectively (Supplementary Fig. S4a). The recording of luminescence signal from the dish cell culture was possible only during the FR interval after the treatments. Supplementary Fig. S4b shows that *Per2* oscillatory behavior is significantly different across the four metabolic perturbations. Polar representation of the phase in Supplementary Fig. S4c shows that the largest difference in terms of phase shift was detected between HL and LH, the two anti-phase perturbations, with a phase difference of about 5 h maintained from days 5 to 7.

Since these results confirmed that 12 h:12 h HL stimulations of 24 h period can sustain the circadian *Per2* expression most effectively, we asked whether *Per2* oscillations are entrained by metabolic oscillatory patterns also with a period different from 24 h in Zeitgeber-dependent manner. To answer this question, we designed a specific experiment in which we changed the period of feeding and fasting cycles (*n* = 3) from 24 to 20 h and 26 h, with HL stimulation aligned with the circadian phase (ZT = 6). As controls, we used HH stimulations, where the fasting is not present, and dexamethasone shock, as a reference for circadian clock synchronization. Figure 3e shows that HL cycles of 24 h period, together with HH stimulations (ranging from 20 to 26 h period) and dexamethasone shock, resulted in sustained *Per2* oscillations during FR. *Per2* oscillations for HL conditions of 20 and 26 h period were damped after 2 days of FR. The period analysis of *Per2* oscillations shows that dexamethasone shock, together with all HH conditions and 24 h HL stimulation, maintain a *Per2* oscillation period of 24 h (Fig. 3f). Consistently with previous results, the absence of fasting phase in the cyclic stimulation (HH), even with period of 20 and 26 h, results in maintenance of the 24 h intrinsic *Per2* rhythm. On the other hand, the entrainment with feeding and fasting cycles of 20 and 26 h periods, showed in both cases *Per2* oscillation period associated with high variability and with signal damping as shown in Fig. 3f and in Supplementary Fig. S5b reporting the instantaneous phase.

Thus, in the protocols with the fasting phase, the synchronization between the Zeitgeber metabolic entrainment and the peripheral clock is sustained only when HL is aligned with the intrinsic period of the peripheral circadian clock of the cells (24 h). It is possible that, in presence of the fasting phase, HL stimulation, initially aligned with Per2 expression, progressively diverges toward misaligned conditions, after few cycles, in the case of 20 and 26 h period, and are likely outside the range of entrainment for these cells.

### Transcriptomic landscape of cyclic metabolic patterns

Thus, we asked whether the synchronization between the feeding-fasting cycles and the cell-autonomous clock (phase of *Per2*) affects the entire transcriptome. We performed the experiment described in Fig. 4a. 

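Total RNA of Per2::Luc mouse fibroblasts was sequenced by 3′DGE, a method whose reads come from the 3′ end of each transcript, so that the count of a gene does not grow with its length. In HL, medium rich in glucose and insulin was followed by medium poor in glucose, LH used the opposite order, and HH renewed the rich medium at every change. The deposited data hold 62 libraries, 21 of HL, 22 of LH and 19 of HH, with 2 to 4 libraries of each treatment in each of 6 collections 4 h apart. The sequencing service filtered, trimmed and aligned the reads to the mouse genome (mm10) and counted the uniquely aligned reads on each of 31053 genes, and the authors deposited these counts without normalization, 1 set for each sequencing run of a library. For 59 libraries there were 2 runs and for 3 libraries 1 run. The counts of 2 runs of a library differed by a chi-square per degree of freedom of 1.27 to 2.09 (median 1.41). For most libraries this is little more than sampling noise. The largest value was that of HL collection 6 replicate 4, whose second run had 50239 counts, and its runs are not shown to differ by so little. Pairs of libraries of the same treatment and collection gave at least 2.91 (median 11.7). The runs were therefore summed and each library was used as 1 value. The paper's limit of 2500 genes above 5 cpm removed no run, the lowest having 3188 such genes. That run had 10069 counts, where 1 count already lies above 5 cpm. In such shallow runs the limit only counts detected genes, and passing it says little about quality. After summing, the total count per library had a median of 5548099 in HL (3391603 to 9785826), 5795906 in LH (104912 to 8154566) and 6042936 in HH (3687321 to 11619095). The library of 104912 counts belonged to the second collection of LH, and every other library had at least 2136819 counts.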

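The sources differ on which library is which. Each deposited set of counts carries a library number, and the paper's read summary lists library numbers with sample names. For 40 of the 62 libraries, which are all libraries of LH and all of HL outside its first collection, the read summary gives the number to another name (35 libraries) or does not list it (5 libraries). The main values were therefore computed by the titles of the deposited samples, and again by the library numbers, which left 57 libraries, 19 per treatment, with 1 library in the fifth collection of LH. HH is the same in both assignments. The read summary also gives each sample name a condition code. Along rising library numbers the titles follow these codes sorted as text, while in the read summary the codes follow numeric order. Leaving out replicates and most other alternatives were run by titles only. A replicate left out means every library of 1 treatment with that replicate number, over all collections. This left 13 to 16 libraries of HH, 15 to 17 of HL or 16 to 17 of LH. A change can thus come from fewer libraries as well as from the ones left out. The clock hours in the labels also differ, running through 20, 12, 4, 8, 12 and 16 h over the 6 collections of HL and HH but through 20, 12, 16, 20, 12 and 16 h in LH. Time was taken from the order of the collections and the 4 h interval that the paper states, with the first collection as 0 h. Counts were divided by the library total to give CPM, and genes with at least 1 cpm in at least 3 libraries were kept, 13292 genes by titles and 13198 by library numbers. Rhythms were tested in each treatment alone with JTK_CYCLE, written again from its published description, at a period of 24 h with the exact null distribution of its rank statistic and a P-value corrected over phases but not over genes.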

Briefly, after 3 days of cyclic treatments of HL, LH, and HH, and 12 h of FR, RNA samples were collected every 4 for 24 h, and transcriptomic analysis was performed. Figure 4b summarizes the number of transcripts that display a circadian rhythmicity, selected using the nonparametric algorithm JTK_cycle^51^ with a *P*-value < 0.01 in each condition. A similar number of genes with oscillatory behavior were identified: 304 genes in HL, 313 in LH, and 278 in HH. 

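By the titles of the samples, 62 genes were rhythmic in HL, 124 in LH and 162 in HH at the 0.01 threshold, of 13292 genes tested. By the library numbers the counts were 136 in HL, 173 in LH and 162 in HH of 13198 genes, and 3 genes of HL and 12 of LH were rhythmic in both assignments. At a threshold of 0.05 the counts by titles rose to 356, 509 and 626 genes for HL, LH and HH. With Benjamini-Hochberg adjustment of the JTK P-values over all genes at 0.05, the setting that changed the counts by the largest factor, no gene of HL or LH and 1 gene of HH (Nr1d2) remained by titles, against 3 genes of HL (Dbp, Nr1d1 and Tef), 0 of LH and 1 of HH by library numbers. The legend of Fig. 4b also asks for an amplitude above 10, and with a JTK amplitude above 10 CPM the counts were 13, 37 and 66 by titles and, in a combination chosen after the data were seen, 41, 60 and 66 by library numbers. A cosinor fitted in edgeR called 134 genes in HL, 338 in LH and 388 in HH by titles at an unadjusted 0.01. The 134 of HL are about what this threshold passes by chance among 13292 genes. With libraries shuffled over collections, JTK_CYCLE called a median of 29 genes in HL, 37 in LH and 32 in HH by titles. As many genes as found arose in 16, 1 and 3 of 100 draws, the real arrangement included. By library numbers they arose in 2 of 100 draws for HL and 6 for LH. The JTK counts by titles moved when all libraries of 1 replicate number of a treatment were left out. Without HL replicate 1 or 2, 36 or 41 genes were rhythmic in HL, and without LH replicate 2 or 3, 73 or 77 in LH. In HH the count was 87, 97, 56 and 98 without replicates 1, 2, 3 and 4. The smallest exact JTK P by titles belonged to 0610040B10Rik in HL (P = 0.000334, amplitude 1.59 CPM), Was in LH (P = 0.00013, amplitude 0.298 CPM) and Nr1d2 in HH (P = 1.36e-06, amplitude 36.4 CPM). Thinning every library to the 104912 counts of the shallowest left 26 genes in HL, 26 in LH and 49 in HH.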

Surprisingly, the overlap of oscillatory genes between conditions was low: ~16% of genes common to pair of conditions, and only 9% shared among all three conditions (Fig. 4c), suggesting that the three metabolic protocols are able to entrain the gene expression in different ways. 

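By titles, HL and LH shared 2 rhythmic genes where independent sets would share 0.578, HL and HH shared 5 where 0.756 were expected, and LH and HH shared 11 where 1.51 were expected. In Fisher's exact test, one-sided and with Benjamini-Hochberg adjustment over the 3 pairs, the adjusted p was 0.114 (raw p = 0.114), 0.0014 (raw p = 0.000934) and 9.72e-07 (raw p = 3.24e-07). The 2 genes of all 3 treatments were Nr1d1 and Nfil3, a clock-controlled transcription factor named here only after its values were seen. Of the 332 genes rhythmic in any treatment, 14 were rhythmic in at least 2, which is 4.22%, and 0.602% were rhythmic in all 3. The pairs by library numbers shared 23 (HL and LH), 24 (HL and HH) and 22 genes (LH and HH), against 1.78, 1.67 and 2.12 expected, with adjusted p of 3.06e-19, 6.7e-21 and 1.68e-16 in the same test. Of 416 genes rhythmic in any treatment, 41 (9.86%) were rhythmic in at least 2 and 14 (3.37%) in all 3. The base of the paper's percentages of shared genes is not stated. The shares given here may therefore not be comparable with them. Genes are not independent of each other, so these p-values describe the overlap of the lists. A gene past the threshold in one treatment only is not shown to differ between treatments, so the difference was tested in edgeR's quasi-likelihood model with a 24 h cosine and sine for each treatment. With Benjamini-Hochberg adjustment, 9 genes differed in rhythm between HL and LH, 2 between HL and HH (Dbp and Nr1d1) and 7 between LH and HH by titles, with 9, 22 and 19 in DESeq2. For HL and LH the 2 methods shared only Cmtm7, H19, Nr1d1 and Yif1b. Treatments shuffled within collections gave as many genes in edgeR in 8, 5 and 5 of 40 draws, the real arrangement included. Chance is thus not excluded for any pair. At an unadjusted 0.05, 958, 1317 and 1277 genes differed in rhythm in edgeR. By library numbers the counts were 1, 0 and 0 after adjustment and 397, 723 and 907 without it. The 397 are fewer than an unadjusted 0.05 passes by chance. These adjusted counts moved with single replicates: between HL and LH to 3 without HL replicate 2, 2 without LH replicate 1 or 2, 5 without LH replicate 3 and 4 without LH replicate 4; between HL and HH to 15 without HL replicate 4, 10 without LH replicate 1, 4 without HL replicate 3 and 1 without HH replicate 2 or 4, HL replicate 1 or LH replicate 2; and between LH and HH to 4 without HH replicate 3 or LH replicate 3, 2 without LH replicate 2, 1 without HH replicate 4 and 0 without LH replicate 1 or 4. The overlaps moved as well. LH and HH shared 4, 3 and 6 genes without HH replicates 1, 3 and 4 and 7, 4, 5 and 3 without LH replicates 1 to 4. HL and HH shared 3 without HH replicate 1, 2 or 3, 2 without HH replicate 4 or HL replicate 4, and 1 without HL replicate 1. HL and LH shared 1 without HL replicate 1 or LH replicate 2, 3 or 4, and 3 without HL replicate 3. In all 3 treatments 1 gene was left without HL replicate 1, HH replicate 2, 3 or 4 or LH replicate 2, 3 or 4, and 0 without HL replicate 4. From the low overlap of the rhythmic genes the paper proposes that the 3 metabolic protocols entrain gene expression in different ways.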

The 27 genes at the intersection include components of the main clock (*Cry1, Bmal1, Rev-Erbα/β*), genes related to extracellular matrix (*Col4a2, Col6a2, Fbln2, Lox, Mgp, Spon2*), and to cell division (*Aspm, Kif2c, Lig1, Ncapd2, Nusap1, Smc2, Top2a, Wee1*). Thus, despite the three protocols are all able to induce a circadian entrainment, there could be relevant functional differences among them. 

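Of the 18 genes named as shared, 1 was rhythmic in all 3 treatments by titles (Nr1d1, Rev-Erbα) and 15 in at least 1 treatment. By library numbers, 8 were rhythmic in all 3 (Col6a2, Kif2c, Lox, Mgp, Nr1d1, Nr1d2, Smc2 and Spon2) and 17 in at least 1. Nr1d1 (ENSMUSG00000020889) lies on chromosome 11 of GRCm38 from 98767932 to 98775333 on the minus strand, and its 3′ end overlaps that of Thra on the other strand over 1075 bases, so reads of these genes can be mixed if the counting did not use strand. Its exact JTK P was 0.001 in HL, 0.000248 in LH and 2.4e-05 in HH by titles, with peaks at 14, 10 and 10 h and JTK amplitudes of 28.4, 31.8 and 35.5 CPM. Without HL replicate 4 the P of Nr1d1 in HL was 0.0169. Nr1d2 (Rev-Erbβ, chromosome 14, 18204054 to 18239127) had an exact JTK P of 0.016 in HL (0.00737 without HL replicate 2) and 0.0428 in LH by titles, above the threshold, and of 0.000101 and 0.00011 by library numbers. Among the matrix genes, Lox (chromosome 18, 52516067 to 52529867) reached 0.000458 in LH and 0.00349 in HH but 0.71 in HL by titles, and 0.000443, 0.00121 and 0.00349 in HL, LH and HH by library numbers, with a peak at 4 h in each of the 3 by library numbers. The P of Lox by titles rose above the threshold in LH without LH replicate 4 (0.0162) and in HH without HH replicates 1, 3 and 4 (0.0206, 0.0223 and 0.0712). Lox overlaps AC161119.1 on the opposite strand at its 5′ end, away from the end that 3′DGE reads. Col4a2, Lig1, Ncapd2, Nusap1, Smc2, Top2a and Wee1 of the list also overlap another annotated gene. Whether these overlaps affect the counts was not tested. Among the cell division genes, Kif2c had a JTK P of 1 in HL, 0.0158 in LH and 0.00154 in HH by titles and of 0.0057 in HL and 0.00621 in LH by library numbers. Without HH replicates 2, 3 and 4 the P of Kif2c in HH was 0.0195, 0.0497 and 0.011. Aspm and Ncapd2, at 0.0101 in HH (0.00128 for Aspm without HH replicate 4), and Fbln2, at 0.0227, were the 3 of the 18 genes past the threshold in no treatment by titles. By library numbers Aspm (P = 0.0024) and Fbln2 (P = 0.00835) passed it in LH, and Ncapd2 passed it in no treatment.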

We found very few genes that significantly changed their mean temporal expression among conditions, and, of these, only two (*Ptcd2, Dner*) had an oscillatory behavior only in LH condition (Fig. 4d). 

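The mean level of each gene was compared in edgeR with treatment and collection as terms, taking genes past 0.01 in the test over the 3 treatments and past 0.05 in the comparison. By titles 160 genes passed both thresholds in HH against HL (61 higher and 99 lower in HH) and 154 in LH against HL (57 higher and 97 lower in LH), of which 89 were in both. By library numbers there were 75 (29 higher and 46 lower in HH) and 177 genes (126 higher and 51 lower in LH), with 20 in both. More genes were higher than lower also in the second sequencing run alone for HH against HL (71 higher and 60 lower) and with all libraries thinned for LH against HL (41 higher and 33 lower). Both comparisons share the HL libraries, and shuffling treatments within collections gave a median of 20 genes in both by titles and 24 by library numbers. With Benjamini-Hochberg adjustment, edgeR's quasi-likelihood test gave 0 genes in either comparison by titles, with 985 and 756 genes at an unadjusted 0.05. DESeq2 gave 0 in LH against HL, with 796 at an unadjusted 0.05, and 0 of the 2209 genes its own filter on low means left in HH against HL, with 1019 at an unadjusted 0.05. With adjustment over all 13281 genes instead of its filter, DESeq2 called 2 genes in HH against HL, H19 and Spock1. By library numbers 1 gene of HH against HL (2900060B14Rik) and 2 of LH against HL (H19 and Spock1) passed the adjusted test, with 478 and 1007 genes at an unadjusted 0.05. The 478 are fewer than this threshold passes by chance. Without HH replicate 1 or HL replicate 2 the HH against HL count was 92 or 91, and without HH replicate 4 it was 322. The LH against HL count was 94, 96, 88 and 89 without HL replicate 2, HL replicate 4, LH replicate 3 and LH replicate 4. Of the genes past both thresholds in either comparison, 14 were rhythmic in some treatment by titles where 5.62 were expected by chance, and 8 by library numbers where 7.31 were expected. Ptcd2 (ENSMUSG00000021650, chromosome 13 of GRCm38, 99319647 to 99344705) averaged 16.8 ± 3.26 CPM (SD, n = 21) in HL, 16.2 ± 5.19 (SD, n = 22) in LH and 15.3 ± 2.73 (SD, n = 19) in HH by titles. The log2 fold change of Ptcd2 in LH against HL was -0.026 (standard error 0.101, p = 0.891, adjusted p = 0.9999 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its exact JTK P in LH was 0.395 by titles and 0.0147 by library numbers. Dner (ENSMUSG00000036766, chromosome 1, 84369839 to 84696221), which holds 2 shorter annotated genes on its own strand, averaged 0.529 ± 0.447 CPM (SD, n = 21) in HL and 0.144 ± 0.198 (SD, n = 19) in HH by titles, so it lies near the detection limit. In LH the mean of Dner was 1.92 ± 8.09 CPM (SD, n = 22), most of it from the shallow library of the second collection, whose 3 libraries averaged 13.2 ± 21.6 CPM (SD, n = 3). Its log2 fold change in LH against HL was -0.83 (standard error 0.57, adjusted p = 0.934) by titles and 2.40 (standard error 0.53, adjusted p = 0.0685) by library numbers, in the same test. The log2 fold change of Dner in LH against HL by titles without libraries under 1000000 counts, a setting chosen after the data were seen, was -1.22 and past both thresholds before adjustment. In HH against HL the change of Dner was -1.80 (standard error 0.63, adjusted p = 0.503) by titles, short of the first threshold, and it passed both in the first sequencing run alone (-1.77), without LH replicate 2 (-1.73), without libraries under 1000000 counts (-1.73) and in DESeq2 (-1.94), while by library numbers it was 0.28. The exact JTK P of Dner in LH was 1 by titles and 0.022 by library numbers. The genes with the smallest P in LH against HL by titles were Nme2 (log2 fold change -0.36, standard error 0.08), Smoc2 (0.40, standard error 0.09) and Timm10b (-0.29, standard error 0.07), each with an adjusted p of 0.243 in this test. In HH against HL they were Il23r (-3.68, standard error 0.82), H19 (2.51, standard error 0.58) and Spock1 (-3.00, standard error 0.71), each with an adjusted p of 0.313. By library numbers the log2 fold changes of LH over HL had the reverse sign, at 0.22 for Nme2, which passed both thresholds, -0.16 for Smoc2 and 0.088 for Timm10b.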

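The amplitude that JTK_CYCLE reports, in CPM, and the phase were compared over the genes rhythmic in both treatments of a pair. By titles the median log2 amplitude ratio was -0.0082 for LH over HL (SD over genes 0.24, 2 genes), -0.061 for HH over HL (SD 0.68, 5 genes) and 0.16 for HH over LH (SD 0.47, 11 genes). Whether a median differs from 0 was not tested. The median phase differences were -4 h for LH minus HL (both genes at -4 h), -4 h for HH minus HL (range -8 to 0 h) and -2 h for HH minus LH (range -6 to 0 h), where a negative value means an earlier peak in the first treatment named. Leaving out HL replicate 4 moved the LH minus HL difference to 8 h and the HH minus HL difference to -9 h, and leaving out LH replicate 3 moved the HH minus LH difference to -6 h. The latter was 0 h without HH replicate 1, 2 or 3 or LH replicate 1 or 2, and -3 h without HH replicate 4. The amplitude ratio of LH over HL was 0.28, -0.56, 0.33, 0.80 and 0.38 without HL replicates 1 and 4 and LH replicates 1, 3 and 4. With 1 replicate left out, the ratio of HH over HL ranged from -0.24 to 0.56. That of HH over LH ranged from -0.23 to 0.34, so the sign of both changed with the replicate number left out. The median amplitude ratios by library numbers were -0.23 (SD 0.48, 23 genes), -0.14 (SD 0.31, 24 genes) and -0.053 (SD 0.35, 22 genes) in the same order, and the median phase difference was 0 h for every pair, with ranges of -2 to 4 h, -2 to 4 h and -4 to 4 h. JTK phases move in steps of 2 h and the genes were selected for a small P, so small differences are not resolved.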

Common oscillating genes have similar amplitude but show some phase differences (Fig. 4e) associated with an enrichment of different functionalities (Supplementary Fig. S6a). This result suggests that the metabolic cycles imposed have an impact on the phase rather than the amplitude. Heatmaps, shown in Fig. 4f, display circadian genes found in HL (left panel), LH (middle panel), and HH (right panel) and also the gene comparison among the experimental conditions (Supplementary Fig. S6b). 

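The spread of phases was summarized by the length of the mean phase vector, which is 1 when all rhythmic genes peak together and 0 when they are spread evenly over 24 h. By titles it was 0.502 in HL, 0.283 in LH and 0.242 in HH. By library numbers it was 0.272 in HL, 0.68 in LH and 0.242 in HH. The most frequent phase was 8 h in HL (19 of 62 genes), 12 h in LH (25 of 124 genes) and 8 h in HH (29 of 162 genes) by titles, and 4 h in HL (30 of 136 genes) and in LH (77 of 173 genes) by library numbers. The order of HL and LH in this measure thus changed with the assignment.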

Another general feature of the oscillating transcriptome is that the LH condition tends to synchronize all genes with the same phase (~4 h), while HL and HH entrain gene oscillations with a higher variety of phases (Fig. 4f and Supplementary Fig. S6c). 

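Cry1 (ENSMUSG00000020038, chromosome 10 of GRCm38, 85131700 to 85185064), Bmal1 (listed as Arntl, ENSMUSG00000055116, chromosome 7, 113207465 to 113314126), Rev-Erbα (Nr1d1) and Bhlhe41 (ENSMUSG00000030256, chromosome 6, 145858243 to 145865558) were compared over the collections. In HH, Nr1d1 rose from 12.9 ± 1.72 CPM (SD, n = 4) at the first collection to 157 ± 8.07 (SD, n = 3) after 8 h and fell to 10.9 ± 7.46 (SD, n = 4) after 20 h. In HL by titles its highest mean was 95.9 ± 53.4 CPM (SD, n = 3) after 16 h, and in LH 128 ± 57.5 (SD, n = 4) after 12 h, so the spread within these collections was several times that of HH. The highest means of Nr1d1 by library numbers were 162 ± 45.5 CPM (SD, n = 3) in HL and 126 ± 53.4 (SD, n = 4) in LH, both after 8 h. Cry1 in HH was lowest after 4 h at 8.34 ± 1.8 CPM (SD, n = 3) and highest after 20 h at 30.5 ± 5.96 (SD, n = 4). In HL by titles Cry1 was highest after 4 h at 36.1 ± 15.9 CPM (SD, n = 4), and by library numbers after 20 h at 28.6 ± 3.22 (SD, n = 3). The exact JTK P of Cry1 was 0.0753 in HL, 0.00816 in LH and 0.00109 in HH by titles and 0.000101 in HL and 0.022 in LH by library numbers. For Arntl it was 0.153, 0.00278 and 0.00253 by titles and 0.000528 (HL) and 0.0516 (LH) by library numbers, and for Bhlhe41 it was 0.0309, 0.00816 and 0.00301 by titles and 0.000239 (HL) and 0.00974 (LH) by library numbers. With 1 replicate left out, the P of Cry1 in LH by titles was above the threshold at 0.0224, 0.0921, 0.0303 and 0.0274 (without LH replicates 1 to 4), and in HH at 0.0206 and 0.0144 without HH replicates 1 and 3. Arntl rose to 0.0405, 0.0319 and 0.0118 in LH without LH replicates 1, 2 and 3 and to 0.0162, 0.0337 and 0.022 in HH without HH replicates 2, 3 and 4. Bhlhe41 rose to 0.105, 0.0164 and 0.0162 in LH without LH replicates 2, 3 and 4 and to 0.0256, 0.0337 and 0.0399 in HH without HH replicates 1, 3 and 4, and in HL it passed the threshold at 0.00364 without HL replicate 2. Both Arntl and Bhlhe41 overlap an annotated gene on the opposite strand.

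**Figure D1:**
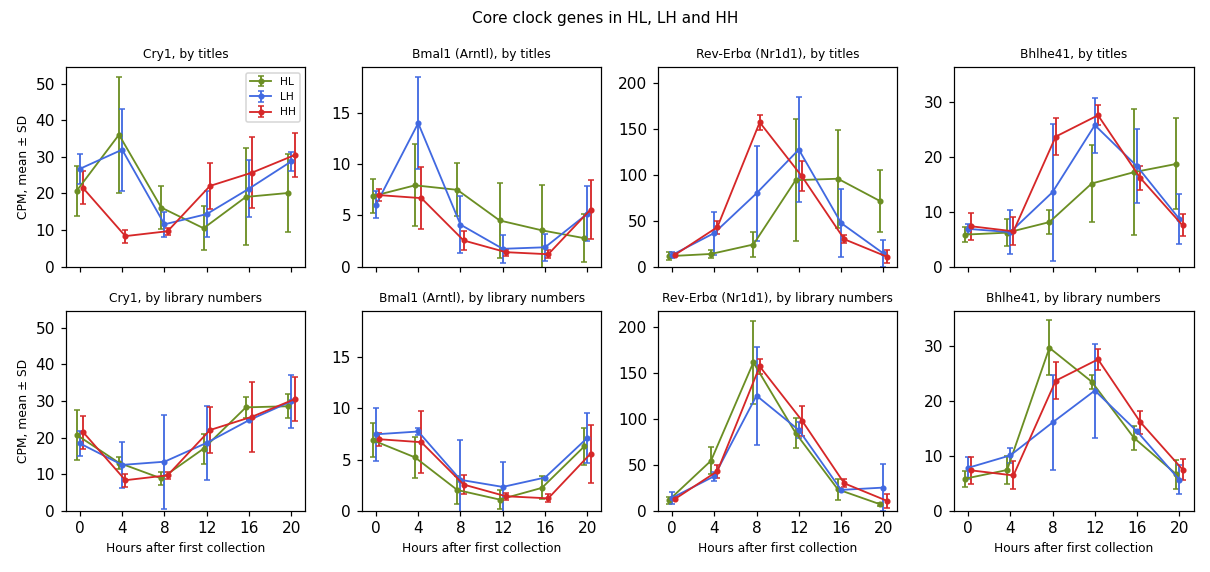
CPM of Cry1, Bmal1 (Arntl), Rev-Erbα (Nr1d1) and Bhlhe41 against hours after the first collection in HL, LH and HH, by titles (top) and by library numbers (bottom). Points are means and bars SD over 2 to 4 libraries, except the fifth collection of LH by library numbers, which has 1 library and no bar; the axis starts at 0 and bars that reach lower are not drawn in full. Nr1d1 of HH peaks after 8 h at 157 CPM in both rows, and the HL curve peaks after 16 h by titles and after 8 h by library numbers.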

Some genes (*Cry, Bmal1, Rev-Erbalpha, Bhlhe41*) of the core circadian clock show robust oscillatory behavior with respect to metabolic perturbations, suggesting the independence of their oscillatory behavior from metabolic cues (Fig. 4g). In particular, considering eight core-clock genes, seven of these oscillate in the HL condition with *P*-value < 0.01, whereas only five and six in LH and HH conditions, respectively. 

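Of the 8 core clock genes (Per2, Per3, Cry1, Cry2, Arntl, Clock, Nr1d1 and Bhlhe41), 1 was rhythmic in HL, 5 in LH and 6 in HH by titles, and 6 in HL, 3 in LH and 6 in HH by library numbers. The HL gene by titles was Nr1d1. Leaving out HL replicate 2 gave 2 rhythmic genes in HL and leaving out HL replicate 4 gave 0, while the LH count fell to 2 without LH replicate 1, 2 or 3 and to 3 without LH replicate 4, and the HH count to 3, 2 and 3 without HH replicates 1, 3 and 4. Clock (P = 0.186 in HH) and Per2 (P = 0.0328 in HH) were not past the threshold in any treatment by titles, and by library numbers Clock was past it in LH (P = 0.00172) and Per2 in HL (P = 0.000239). Per3 lies within a gene annotated on the same strand, Camta1, Clock holds Ube2n-ps1 and Gm43658 on its strand, and Cry2 overlaps D930015M05Rik on the opposite strand. An effect on their counts was not tested. Whether the rhythm of a gene differs between treatments was tested with edgeR's quasi-likelihood interaction. Adjusted over the list alone, by titles 6 of the 8 genes differed between HL and HH, 2 between HL and LH (Nr1d1 and Bhlhe41) and 1 between LH and HH (Cry1), and with adjustment over all genes tested the counts were 1, 1 and 0. By library numbers the counts adjusted over the list alone were 0, 1 (Nr1d1) and 0, and over all genes tested 0 in each pair. The 8 genes are those drawn in Fig. 4g, whose legend limits the panel to genes past the threshold in these samples, so the first count is not independent evidence.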

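KEGG itself was not used here, and 3 lists of genes written by hand stand in for its categories: circadian (26 of 27 genes tested), cell cycle (149 genes) and extracellular matrix (104 of 114 genes tested). Among the rhythmic genes by titles, the circadian list had 3 genes in HL where 0.121 were expected (odds ratio 29.2), 7 in LH where 0.243 were expected (odds ratio 41.4) and 10 in HH where 0.317 were expected (odds ratio 53.9). The adjusted p of Fisher's exact test, one-sided, with Benjamini-Hochberg adjustment over the 9 tests of 3 lists in 3 treatments, was 0.000419, 8.83e-09 and 2.21e-12. The circadian list by library numbers had 11 genes in HL (adjusted p = 1.64e-15), 9 in LH (adjusted p = 2.85e-11) and 10 in HH (adjusted p = 4.91e-13), in the same exact test. The 3 circadian genes of HL by titles were Dbp, Nfil3 and Nr1d1, and the count was 1, 6, 2 and 0 without HL replicates 1 to 4. The LH count by titles was 4, 2, 3 and 3 without LH replicates 1 to 4, and the HH count was 5 without HH replicate 3. By titles, with the JTK P-values adjusted over genes, the list held no rhythmic gene in HL or LH and 1 in HH.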

Analysis of KEGG pathways enriched in the gene subsets oscillating in each condition (Fig. 4h), shows that circadian rhythms is the only category common to all, although more significant in HL and HH. HL shows enrichment of cell cycle, whereas LH seems to regulate by circadian genes ECM production and protein digestion and absorption (also shown in Supplementary Fig. S6d), which are the major functions of fibroblasts.

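Of the cell cycle list, 0 genes were rhythmic in HL, 4 in LH and 15 in HH by titles, where 0.695, 1.39 and 1.82 were expected, with an adjusted p of 1, 0.0761 and 1.63e-09 in Fisher's exact test. By library numbers 11 genes were rhythmic in HL, 22 in LH and 15 in HH, with an adjusted p of 4.9e-07, 2.42e-16 and 5.98e-10. Of the extracellular matrix list, 1 gene was rhythmic in HL, 2 in LH and 10 in HH by titles (adjusted p = 0.435, 0.326 and 1.2e-06 in this exact test), and by library numbers 7, 15 and 10 genes (adjusted p = 9.78e-05, 1.23e-11 and 6.41e-07). HL and LH thus held more genes of both lists by library numbers than by titles. Whether the share of a list differs between treatments was not tested. In HH the cell cycle count fell to 2, 2 and 1 without HH replicates 1, 2 and 3, and the matrix count to 4, 6, 3 and 3 without HH replicates 1 to 4. In LH the cell cycle count was 9, 0, 0 and 1 without LH replicates 1 to 4, and in HL it was 4 without HL replicate 3 and 1 without HL replicate 4. The matrix count fell in HL to 0 without HL replicate 1, 3 or 4, and in LH to 1 without LH replicate 2 and 0 without LH replicate 4.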

**Fig. 4:**
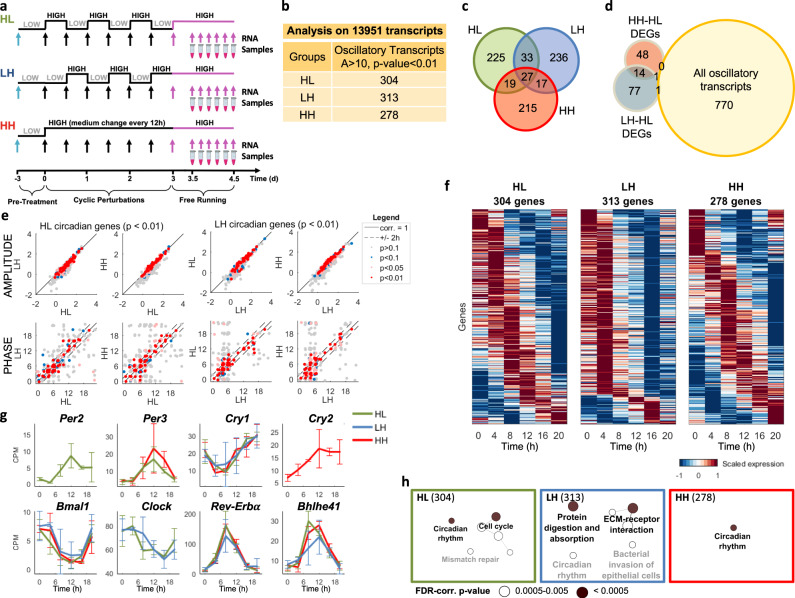
The circadian transcriptome is reprogrammed by cyclic metabolic patterns. **a** Schematic representation of feeding-fasting (HL), fasting-feeding (LH), and ad libitum feeding-like (HH) conditions imposed for 3 days and followed by a FR condition. **b** Number of circadian genes by JTK analysis, with Amplitude > 10 and *P*-value < 0.01, both provided by JTK test. **c** Venn diagram including circadian genes (*P* < 0.01 of JTK test) in each condition. **d** Venn diagram including all circadian genes displayed in **c**, and HH-HL and LH-HL DEGs. **e** Correlation of circadian gene amplitude and phase, obtained by JTK algorithm, between pairs of conditions. The indicated *P*-values refer to the significance level of circadianity. **f** Heatmaps of oscillating transcripts (*P* < 0.01 of JTK test) under HL, LH, and HH conditions. Genes are ordered by phase. **g** Expression of core clock genes in the conditions indicated in the legend. Only genes with circadian behavior (*P* < 0.01 of JTK test) are shown. Error bar: mean ± st. dev, *N* = 4 for each condition. **h** Enrichment analysis results of genes oscillating in HL, LH, and HH conditions within pathways in the KEGG database. Links between categories represent the κ-value.

Polar diagrams highlight the peak time distribution of circadian genes in the 3 conditions (Fig. 5a). 

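The JTK phase of each rhythmic gene was counted from the first collection, and phases from 0 h to before 12 h were taken as the light phase. By titles 41 of 62 genes of HL, which is 66.1%, peaked there (95% confidence interval 53.7 to 76.7%, Wilson), 50 of 124 genes of LH, or 40.3% (32.1 to 49.1%), and 106 of 162 genes of HH, or 65.4% (57.8 to 72.3%). By library numbers the shares were 62.5% of 136 genes in HL (54.1 to 70.2%), 86.7% of 173 genes in LH (80.8 to 91.0%) and 65.4% in HH. Genes are not independent and the intervals cover counting only. Leaving out LH replicate 1 raised the LH share by titles to 72.9% and leaving out LH replicate 3 lowered it to 31.2%; in HL the share was 46.3% without replicate 2, 50.0% without replicate 4 and 83.8% without replicate 3. In HH the share was 79.3%, 57.7% and 42.9% without HH replicates 1, 2 and 3. TMM scaling gave 49.4% in HH and 53.2% in HL. A cosinor in edgeR turned the order by titles, with 48.5% in HL, 64.8% in LH and 39.2% in HH. With 20 h, the label hour of the first collection, added to every phase, the share by titles was 82.3% in HL, 61.3% in LH and 61.7% in HH. The label hours of the later collections were not used.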

Most of the circadian genes display a peak in the light phase [0–12]: HL 76% [0–12] vs. 24% [12–24], LH 87% [0–12] vs. 13% [12–24] and HH 63% [0–12] vs. 37% [12–24]. 

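At 4 or 6 h, by titles, 13 of 62 genes peaked in HL, which is 21.0% (95% confidence interval 12.7 to 32.6%, Wilson), and 10 of 124 genes in LH, which is 8.06% (4.44 to 14.2%). By library numbers 41 of 136 genes peaked there in HL, or 30.1% (23.1 to 38.3%), and 90 of 173 in LH, or 52.0% (44.6 to 59.3%). Genes share libraries, so the difference between treatments was tested by permuting the treatment of libraries within collections, with the real arrangement counted as 1 of the 100. By titles the share of LH was lower than that of HL and that of HH. A share of LH lower by as much, one-sided, arose in 22 of 100 arrangements against HL and in 41 of 100 against HH. By library numbers the share of LH was the higher one, and an excess of LH as large, one-sided, arose in 5 of 100 arrangements against HL and in 6 of 100 against HH. The shuffled arrangements were not centred on 0, with median differences of LH minus HL and LH minus HH of -0.737 and -5.33 percentage points by titles and -9.64 and -1.09 by library numbers. By titles, the share of LH was 23.4%, 17.8% and 15.5% without LH replicates 1, 2 and 4, and that of HL was 33.3% without HL replicate 1. With phase counted from the label hour of the first collection, 43.5% of the HL genes and 16.1% of the LH genes peaked at 4 or 6 h.

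**Figure D2:**
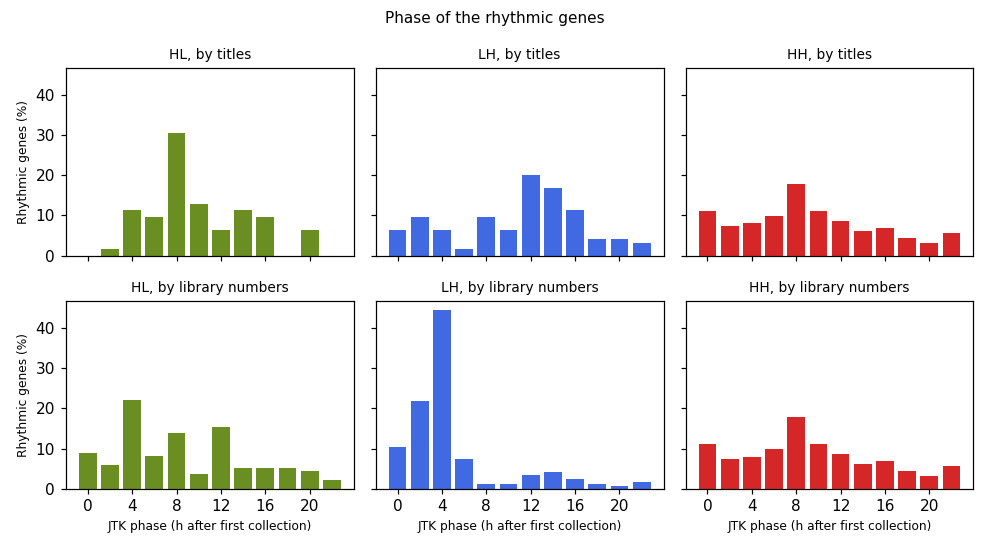
Share of the rhythmic genes of HL, LH and HH (percent) at each JTK phase in hours after the first collection, in steps of 2 h, by titles (top) and by library numbers (bottom). In LH the highest bar is at 12 h with 20.2% by titles and at 4 h with 44.5% by library numbers, and HH has its highest bar at 8 h with 17.9% in both rows.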

Interestingly, HL and LH show a higher abundance of genes with a peak at 4 or 6 h with a percentage of 35.5% and 72.5%, respectively, compared to the total number of genes. HH displays a lower polarization, with most genes clustering with a peak at 8 or 12 h with a percentage of 31.3% compared to the total number of genes.

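In HH, 43 of the 162 rhythmic genes peaked at 8 or 12 h, which is 26.5% (95% confidence interval 20.3 to 33.8%, Wilson). The single most frequent phase was 8 h with 29 genes, followed by 0 h and 10 h with 18 genes each and 6 h with 16 genes. Leaving out HH replicate 1 raised the share at 8 or 12 h to 55.2%, with 87 rhythmic genes left. Phase counted from the label hour of the first collection gave 15.4%.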

**Fig. 5:**
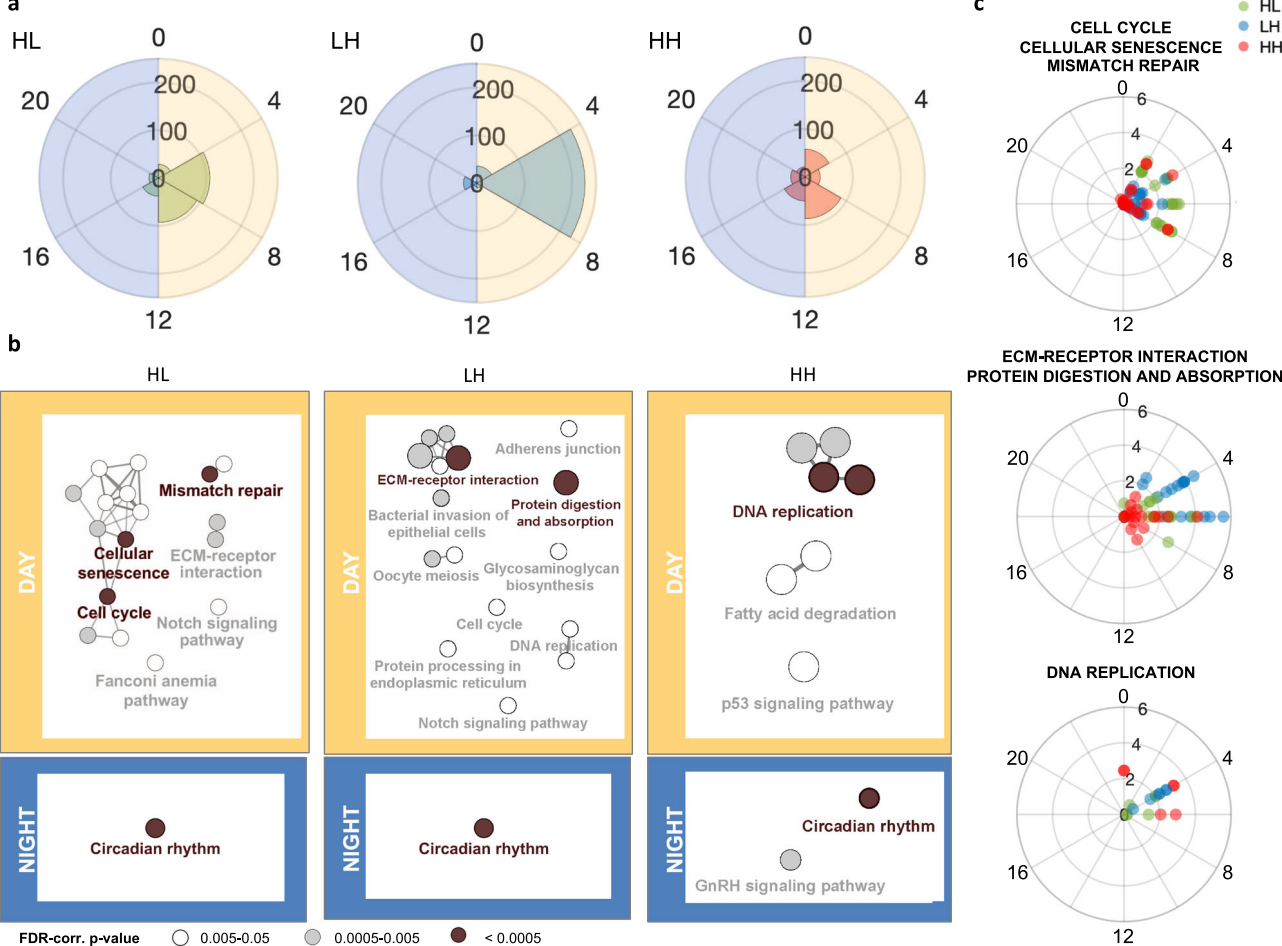
Day and night entrainment of the transcriptome. **a** Polar diagrams of the phase distribution in HL, LH, and HH. Light = 0–12 h, Night = 12–24 h. **b** Enrichment analysis of genes oscillating in HL, LH, or HH, having their peak during the 12-h day (top) or the 12-h night (bottom), within pathways in KEGG database. **c** Phase and −log10(*P*-value) of genes belonging to the most enriched KEGG pathways during the resting phase in HL, LH, and HH, respectively.

Finally, we functionally characterized the genes with oscillatory behavior in the three metabolic entrainment conditions. As mentioned above, the majority of entrained genes in the three protocols is different. Here, we also show that they are enriched in different categories with strong differences between genes peaking during the active or resting phases (Fig. 5b). 

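Genes peaking from 12 h to 24 h made up 2 of the 3 rhythmic genes of the hand-written circadian list in HL, 4 of 7 in LH and 7 of 10 in HH by titles. By library numbers they made up 8 of 11 in HL and 6 of 9 in LH. The genes of this list in HH were Arntl, Bhlhe41, Cry1, Cry2, Dbp, Nfil3, Nr1d1, Nr1d2, Per3 and Tef, and its 3 genes with an earlier peak included Arntl at 2 h and Nr1d1 at 10 h. The list was not tested for enrichment within the genes of one phase.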

The oscillating transcripts having a peak during the active phase, all show a significant enrichment in the KEGG pathway “circadian rhythm”. On the contrary, transcripts peaking during the resting phase show major functional differences and are enriched in different metabolic and also non-metabolic pathways. HL condition especially entrains genes related to cell cycle and senescence pathways, while LH condition is related to cell–ECM interaction. 

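Of the cell cycle genes that were rhythmic, 3 of 4 in LH and 14 of 15 in HH peaked from 0 h to before 12 h by titles, with none rhythmic in HL. By library numbers 10 of 11 in HL and 22 of 22 in LH did so. The matrix genes with a peak in this phase numbered 0 of 1 in HL, 2 of 2 in LH and 8 of 10 in HH by titles, and 6 of 7 in HL and 15 of 15 in LH by library numbers. The pair of LH genes by titles was Lox and Spon2, both at 8 h.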

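Col4a1 (ENSMUSG00000031502, chromosome 8 of GRCm38, 11198423 to 11312826) and Col4a2 (ENSMUSG00000031503, chromosome 8, 11312805 to 11449287) lie head to head on opposite strands and overlap over 22 bases at their 5′ ends. By titles, Col4a1 averaged 126 ± 39.9 CPM (SD, n = 22) in LH and Col4a2 85.5 ± 27.7 (SD, n = 22). The exact JTK P in LH was 0.346 for Col4a1, 0.168 for Col4a2, 0.0102 for Col5a3 (chromosome 9, 20770050 to 20815067) and 0.0737 for Col6a1 by titles, with phases of 8, 8, 8 and 10 h, so none passed the threshold. By library numbers it was 0.0054 for Col4a1 (peak at 2 h), 0.00621 for Col4a2 (4 h), 0.00172 for Col5a3 (4 h) and 0.0024 for Col6a1 (4 h), and all 4 passed it. In HL by library numbers Col5a3 also passed the threshold (P = 0.00362), and Col4a1 (P = 0.0427), Col4a2 (P = 0.0156) and Col6a1 (P = 0.0118) did not. In HH, Col4a2 passed it (P = 0.00478, peak at 4 h), and rose above it without HH replicates 1, 3 and 4 (0.0775, 0.0337 and 0.0266).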

Among the three most enriched categories, shown in Fig. 5c, genes related to extracellular matrix (*Col4a1, Col5a3, Col6a1, Col4a2*) are characterized by a highly significant oscillatory profile with a −log(*P*-value) up to 5.5 with phase peak aligned with the resting phase.

## Discussion

Our study provides a comprehensive and detailed analysis of the effects of different schedules of feeding-fasting cycle on the in vitro peripheral clock entrainment, which was previously studied especially using in vivo models^52^.

The microfluidic setup specifically designed to study the circadian clock enables precise control of the cellular environment with accurate flow rates while maintaining the possibilities of using reporter cell lines and transcriptional analysis including sequencing data. Despite the increasing evidence of potential for dynamically perturbing cell culture accurately^53^, only a few studies have reported the use of microfluidics for studying the circadian clock, mainly limited to algae and fungi, without taking into account oscillatory perturbations^39–41^.

We thus developed a microfluidic system for performing a variety of dynamics of metabolic perturbations under otherwise unperturbed conditions. The dynamical control of the in vitro environment allowed us to investigate the role of the frequency and the time at which the metabolic cues are provided. In particular, the media change with high frequency leads to an impairment of the clock whereas a more coherent frequency with the 24 h day and night cycle maintains the cell-autonomous clock robustness. Our data show that feeding and fasting must be imposed in a particular window of time and also with a specific frequency, to keep a sustained circadian oscillation, confirming the importance of the Time-Restricted Feeding to improve health and longevity^6,25,27^.

Surprisingly not only the timing of feeding-fasting is important, as shown with the 12 h:12 h pattern, but also the alignment between metabolic signals and circadian rhythms is crucial, to guarantee a sustained oscillation of the *Per2* gene. Moreover, also the interval between feeding and fasting phases can have a crucial effect in maintaining the circadian oscillation self-sustained: when the time of these two phases is reduced or increased, *Per2* rhythm undergoes an amplitude damping and the period raises. It is well-known from previous observations that the timing of food intake is a powerful synchronizer of many peripheral clocks, such as the liver^5,6,20^, and can influence body weight and other health parameters^54^.

Indeed, in our daily routine, we are continually exposed to feeding and fasting cycles, and it is important to take into consideration the overall coherence between metabolism and circadian rhythms^12,14^. The loss of such a coherence, translating in a misalignment, may contribute to the weakening or desynchronization of oscillators.

These results have been confirmed when multiple cycles of feeding and fasting have been provided. The correlation between metabolic fluctuations and circadian oscillators was also evaluated for different temporal durations (1, 2, and 3 days), leading to an increase of phase difference of *Per2* peaks between the two opposite metabolic patterns HL and LH.

On the other hand, in presence of both feeding and fasting phases, the synchronization between the period of Zeitgebers metabolic entrainment and the peripheral clock is sustained only when feeding and fasting schedules are continuously aligned with the intrinsic period of the cells.

These results are reminiscent of Pittendrigh’s resonance hypothesis in which driving cycles that are close in the period to the circadian oscillator enhance the amplitude of the circadian oscillation^55^.

All these findings confirm that regulation of metabolism by the circadian clock and its components is reciprocal, attesting that metabolism and circadian clocks are tightly interlocked: clocks drive metabolic processes, and various metabolic parameters affect clocks, producing complex feedback relationships^56,57^. Recent studies have shown that a high-fat diet in mice leads to changes in the period of the locomotor activity rhythm and alterations in the expression and cycling of canonical circadian clock genes, nuclear receptors that regulate clock transcription factors, and clock-controlled genes involved in fuel utilization in peripheral tissues^22^. Furthermore, gene expression and metabolomics profiling have revealed that a defined daily period of feeding and fasting is a dominant determinant of diurnal rhythms in metabolic pathways^17,58,59^. The duration of feeding and fasting, and consequently the period of the cycles, is likely to determine the overall anabolic (feeding) and catabolic (fasting) signals needed to maintain the body in healthy condition. Consistently with this hypothesis, Chaix et al. varied the duration of food access to characterize the temporal boundaries within which time-restricted feeding benefits persist. They demonstrated that time-restricted feeding induces a therapeutic effect in terms of improving glucose tolerance, nutrient homeostasis, and reducing insulin resistance proportionally to the duration of fasting^60^.

Thus, it would be interesting to evaluate the impact that different feeding-fasting regimes have on the entire transcriptome. Other colleagues showed only a few cycling transcripts (*N* = 11) present in NIH3T3 and U2OS cells after synchronization with either forskolin or dexamethasone, respectively^61^. Remarkably, in the metabolic entrainment proposed in this work and based on sustained 3 days of feeding and fasting cycles, RNA-sequencing data from this work show a significant number of oscillating genes (*N* = 500) belong to the transcriptome in all the dietary regimes. This result could be the consequence of the cyclical nature of the metabolic perturbations implemented in our study. Importantly, oscillating genes do not show differential expression in terms of amplitude but in phase, highlighting the role of the alignment and misalignment between metabolic habits and clock regulation.

The circadian rhythms category is more significant in HL and to less extent in LH, suggesting that feeding-fasting cycles mimicking the physiological conditions are optimal for maintaining the oscillatory nature of circadian genetic circuits. Our investigation has also shown that the fasting phase is important to have a phase polarization of the transcriptome, which is completely missing in the HH condition where the cells were always kept under a high level of nutrients. It is worth mentioning that the misalignment leads to a polarized expression of ECM transcripts, which is a typical mechanism of activated fibroblasts that is frequently associated with fibrosis^62^. It was observed that this polarization involves different pools of genes and as consequence is enriched for different metabolic functions.

In conclusion, the data presented here identify microfluidics as a promising and crucial technology for future studies of dynamic processes offering a new perspective of study in the circadian field. Our results corroborate several observations of the implication between metabolism and clock^63^ and provide additional evidence that alignment and misalignment between cell-autonomous clock and the feeding-fasting cycles can provide not only alteration on the clock but also in other functions.

A corollary of these findings is that not only do  conditions associated with an alternating cycle of feeding and fasting result in transcriptional polarization. The alignment and misalignment between clock and external cues, in turn, leads to transcriptional changes, strongly suggesting that timing and phase play an important role in regulating the cellular function and more in general the tissue homeostasis. Understanding the integration of aligned and misaligned metabolic habits with the circadian clock may ultimately contribute in preventing the onset of associated severe diseases as already demonstrated for diabetes and cancer^12,14^ and infected diseases^64,65^.

## Methods

### Microfluidic devices

In this work, we developed two microfluidic devices, both fabricated by soft lithography technique and replica molding, previously published by our group^66^. Polydimethylsiloxane (PDMS) with a 10:1 base/curing agent ratio (Dow Corning) was coupled to a borosilicate glass slide (Menzel–Gläser) through plasma treatment of surfaces.

The first microfluidic platform, used for luminescence signal acquisition with high spatial resolution, consists of two independent culture chambers, with the following dimensions: 7.0 mm of length, 2.5 mm of width, and 0.1 mm height with a 1.75 μL volume (Supplementary Fig. S1a). With a ×10 objectives, and camera resolution of 256 × 256 pixel, in a field of view of 5.6 × 5.6 mm one, for a final resolution of ~20 microns. Each culture chamber is connected to two independent inlets and one outlet by a 26.5 mm long serpentine, 2.5 mm wide and 1.7 mm high, that is able to avoid diffusive transport during the cyclic metabolic perturbations. Inlets and outlets are connected, respectively, to a multi-port syringe pump (XLP pump model, Tecan, Switzerland) and waste reservoirs by Teflon tubes (0.3 mm ID, 0.8 mm OD, Cole Parmer). The remote controller of the multi-port syringe pump allows either continuous or discontinuous perfusion of the microfluidic cell culture with two different media. Pumps were controlled through a serial port by customized software developed in LabVIEW (v.2019, National Instruments) in order to set flow rate, duration of perfusion, and pause and cycles number. Our LABVIEW code is publicly available (https://zenodo.org/badge/latestdoi/337143716).

The second device was designed to acquire a high-content luminescence signal. Each microfluidic chip includes 3 parallel culture chambers with a volume of 2.7 μL each, and one inlet and one outlet (Supplementary Fig. S1b). The microfluidic chamber design has the following dimensions: 18.0 mm of length, 1.5 mm of width, and 0.1 mm height. The field of acquisition 15 × 15 cm can allow to host 14 chips of 3 independent channels. As in the first device, inlets are connected to a multi-port syringe pump (XLP pump model, Tecan, Switzerland) for automatic medium delivery of two different media in a frequency manner. Alternatively, a different diameter of the microfluidic inlet and outlet port (respectively, 1 and 3 mm), guarantee a capillary flow for fast media changes (0.2 μL/s) by deposition of 4 μL media droplet over inlet port and simultaneous empty of outlet port, as detailed explained in our previous work^50^.

Both types of devices are sterilized by autoclaving before use. During experiments the microfluidic chips are placed in a dish, surrounded by a water bath to reduce medium evaporation.

### Cell culture and media

For the experiments, two cell lines are used: HFF (ATCC, Cat. SCRC-1041) and *Per2*::Luc, ﻿immortalized mouse-ear fibroblast cell line carrying a PER2::LUCsv bioluminescence reporter generated from *Per2::lucSV* knockin mice^67,68^. The cells were expanded in Dulbecco’s Modified Eagle’s Medium, with high-glucose content (4.5 g/L) (Life Technologies), 10% FBS (Life Technologies), and 1% penicillin/streptomycin (Life Technologies) at 37 °C and with humidified 5% CO_2_. Passaging of both cultures was performed with 0.25% trypsin-EDTA (Life Technologies) and cells were either re-plated on culture dishes for further expansion or seeded inside microfluidic chambers.

Microfluidic cell cultures were performed as follows. The cells were seeded in the microfluidic chambers, at a density of 600 cell/mm^2^, after a coating with 25 μg/mL of cold fibronectin (Sigma Aldrich); this density allowed the confluence achievement the day after seeding. Before placing in incubator, 1 ml of PBS 1× was added to the bottom of the dish, in order to maintain proper humidity.

The low glucose-low insulin (L) medium was prepared with 2 mM glucose, while the high glucose-high insulin (H) medium contains 25 mM glucose and 100 nM insulin (Sigma Aldrich).

### Circadian synchronization on-chip

Three different protocols were used for synchronizing the cellular model integrated into the microfluidic platform.

One protocol is based on a dexamethasone shock. At time *t* = 0 h, the cell culture was treated with a medium containing 100 nM dexamethasone, which was replaced with serum-free DMEM after 2 h. In the second protocol, a serum shock (i.e., medium containing 10% FBS) at time *t* = 0 h was used for synchronizing the cells. At the different time points, the cells were lysed and mRNA samples were extracted from the microfluidic channels for performing quantitative RT-PCR, as described below.

The third one is based on the use of H and L media changed at different frequencies. The media contain Dulbecco’s Modified Eagle’s Medium (Corning) with different content of glucose and insulin, 1% penicillin/streptomycin (Life Technologies), 10 mM of HEPES (Life Technologies), and 350 mg/L of sodium bicarbonate (Sigma Aldrich) as a buffer, and 1 mM of luciferin (Biosynth). All media were supplied with 1% FBS and 2% B27 Supplement minus insulin (Life Technology).

### Quantitative RT-PCR

The lysis buffer RT-qPCR iScriptTM Sample Preparation Reagent (BIO-RAD) was used for extracting mRNA samples from the microfluidic channels every 4 h. Before extraction, cells must be washed gently with cold PBS 1× twice. 10 μL of iScript was injected into a microfluidic channel and left for 1 min at room temperature. All reagent was collected in a 0.2 mL RNase-free tube kept on ice. Samples were stored at −80 °C.

mRNA was reverse transcribed with the High Capacity cDNA Reverse Transcription Kit (Applied Biosystems), with its recommended protocol.

Real-time PCR was performed on the ABI PRISM 7000 Sequence Detection System (Applied Biosystems) using TaqMan Gene Expression Master Mix (Applied Biosystems) and pre-designed TaqMan primers according to the recommended protocol. Fold changes in expression of *PER2* (HS 00256143_m1, ThermoFisher Scientific) and *BMAL1* (HS 00154147_m1, ThermoFisher Scientific) for each sample, normalized to *GAPDH* (Hs02758991_G1, ThermoFisher Scientific) expression, were determined using the 2^−^^ΔΔCT^ method. The complete list of all primers used, including the names and sequences, is reported in Supplementary Table 1.

### Luminescence data acquisition

Luminescence images were acquired by both CCD camera, Series 600s or 850s (Spectral Instrument), and photomultiplier tubes, depending on the experimental setup.

The 600s CCD camera, installed at the bottom part of an inverted microscope, measured the photon emission from the cell culture with high spatial resolution over 5.6 mm × 5.6 mm of acquisition field; images with 30 min exposure time, were continuously acquired up to 6 days. The 850 s CCD camera was mounted on the top of Xenogen IVIS Imaging System 100 Series (Perkin Elmer). Bioluminescence images with exposure time of 30 min over 15 cm × 15 cm area were continuously collected using Living Images Software (v. 4.3.1.0.16427, Perkin Elmer). All acquisitions were performed in complete dark conditions. A custom-engineered heated chamber was developed to fit around the microscope stage and inside the IVIS, keeping the cells at constant 37 °C; sodium bicarbonate and HEPES served as buffers^34^.

Bioluminescence data from cell culture on 35-mm culture dishes were collected by LumiCycle (Actimetrics Inc., Evanston, IL) with a 32-channel carousel unit. This system is equipped with 4 photon-counting photomultiplier tubes, each selected for low dark counts and high sensitivity in the green portion of the spectrum at which luciferase emits light. Because it has no thermo-controller and is placed in an incubator and handled by a computer. The bioluminescence signal from each dish was measured for 70 s at intervals of 10 min.

### Imaging processing

The imaging processing requires the following steps: correction from artifacts, analysis, and quantification of the circadian parameters.

First, we performed image pre-processing using ImageJ v. 1.53c. Images were imported and arranged within an image stack to apply the same corrections to every image. Cosmic ray artifacts were removed using a selective median filter (function *Process* > *Noise* > *Remove Outliers* with default parameters in ImageJ). Then histogram equalization was performed (function *Image* > *Adjust* > *Brightness/Contrast* with default parameters in ImageJ), as already reported in our previous publications^67,69^. Finally, images were exported as 16-bit.tif files.

Further image analysis and result visualization were performed using MATLAB R2020b. Non-overlapping 16-by-16 pixel ROIs were manually selected within the surface of the microfluidic chamber as shown in Fig. 1g. Other ROI sizes (8-by-8 and 32-by-32 pixel) were also analyzed. 16-by-16 pixel ROIs represented a trade-off between having a high number of ROIs per chamber and include a number of cells that are representative of bulk population response. This trade-off was evaluated by calculating the Kuramoto order parameter^42,44^, which shows the synchrony of the oscillatory behavior between different ROIs. Mean ROI bioluminescence intensity was calculated after the image pre-processing described above for each time point to get a temporal profile.

The baseline subtraction was performed with two different methods. The first, used for all the figures, is based on LumiCycle software (v. 3.002, Actimetrics Inc., Evanston, IL) to subtract the baseline that was calculated as a running average of the data; the baseline curve is subtracted from the raw data to derive baseline-subtracted curves^69^.

The second, used to verify that the previous one did not introduce artifacts in the main oscillatory behavior, was used only in Supplementary Fig. S2c, and subtracts a baseline obtained by an average of the data within a centered moving window corresponding to 24-h intervals (the approximate expected period of data oscillations)^70^.

Hilbert transform was calculated on the baseline-subtracted signal to estimate the instantaneous phase of the oscillatory profiles. Moreover, the continuous Hilbert phase was calculated according to Caranica et al. ^43^, which was then used for calculating the Kuramoto order parameter, *K*^71,72^.

For the heat map in Fig. 1g, a script was developed using MATLAB2020b, to visualize spatial heterogeneity both in the longitudinal and transversal directions of the chambers. 8 and 6 non-overlapping 16 × 16 ROIs were defined in the chamber in the longitudinal and transversal directions of each chamber, respectively (as shown in Fig. 1g). The average intensity was calculated and plotted for each ROI using images pre-processed as above described. Our Matlab code is publicly available (https://zenodo.org/badge/latestdoi/337143716) and freely available for data processing.

The period in Supplementary Fig. S2b and Fig. 3g was calculated as the dominant period in the baseline-subtracted data fitted with the best-fit damped sine wave multiplied by the best-fit negative exponential, using LumiCycle Analysis software (Actimetrics Inc., Evanston, IL) by the sin fit damped method.

The phase shift was obtained as the peak-to-peak time difference of two corresponding peaks in two different experimental conditions.

### RNA-seq and bioinformatic analysis

Bulk RNA-seq data presented in this study have been deposited at the Gene Expression Omnibus database (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE167763) with the data set identifier GSE167763.

Total RNA was extracted using RNeasy Plus Micro Kit (Qiagen), following manufacturer-suggested protocol. Total RNA was quantified using the Qubit 2.0 fluorimetric Assay (ThermoFisher Scientific). Libraries were prepared from 100 ng of total RNA using a 3′DGE mRNA-seq research-grade sequencing service (Next Generation Diagnostics srl)^73^, which included library preparation, quality assessment, and sequencing on a NovaSeq 6000 sequencing system using a single-end, 100 cycle strategy (Illumina Inc.). The raw data were analyzed by Next Generation Diagnostics srl proprietary 3′DGE mRNA-seq pipeline (v2.0), which involves a cleaning step by quality filtering and trimming, alignment to the reference genome, and counting by gene^74,75^.

The library has been processed two times and samples with less than 2500 genes above 5 cpm were excluded from the analysis. The technical replicates were pulled together. After that, we have filtered out all genes having < 1 cpm in less than three samples. Differential expression analysis was performed using edgeR^76^.

DEG genes between HH-HL and LH-HL conditions were selected by ANOVA with *P* < 0.01 followed by multiple comparison test with *P* < 0.05, considering the mean expression profile.

CPM data were scaled in the interval [−1, 1] for visualization in heatmaps, and genes were ordered according to their phase obtained from JTK^51^.

Over-representation analysis within KEGG pathway or Gene Ontology databases was performed using ClueGO v. 2.5.4^77^, and visualized within Cytoscape v. 3.5.1^78^ or as a bar plot in MATLAB. Other plots were also performed in MATLAB.

### Statistical analysis

For each experimental condition, at least three independent biological experiments were performed. Statistical significance was assessed by the two-sided *t*-test and one-way ANOVA with Tukey’s multiple comparisons test, and presented as the mean ± s.d, determined from at least three independent experiments. For all analysis: *: *P* < 0.05; **: *P* < 0.01; ***: *P* < 0.001; ****: *P* < 0.0001. All *N* values defined in the legends refer to biological replicates unless otherwise indicated. GraphPad Prism Mac (v. 7.0a) was used to do graphs and statistical analysis.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Movie 1

Reporting Summary

## Data Availability

The authors declare that all data supporting the findings of this study are available within the article, its Supplementary Information, attached files, and online deposited data. RNA-seq data can be accessed at “GSE167763”^79^, or from the authors upon reasonable request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Synchronization between peripheral circadian clock and feeding-fasting cycles in microfluidic device sustains oscillatory pattern of transcriptome
**Source:** Nat Commun. 2021 Oct 26;12:6185. doi: 10.1038/s41467-021-26294-9
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

Title: Supplementary Movie 1

Description: Video of time lapse of bioluminescence images captured every 30 min for 6.5 days from Per2::Luc fibroblasts integrated in a microfluidic chip composed by two parallel chambers. The cells in the chamber1 (left) are subjected to a medium change with a frequency of F=1/24 h^-1^, those in the chamber2 (right) are subjected to a medium change with a frequency of F=1 h^-1^.

# Supplementary material for: Synchronization between peripheral circadian clock and feeding-fasting cycles in microfluidic device sustains oscillatory pattern of transcriptome
**Source:** Nat Commun. 2021 Oct 26;12:6185. doi: 10.1038/s41467-021-26294-9
**Supplement:** Supplementary file 5 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection Living Imaging, v. 4.3.1.0.16427 (PerkinElmer); LabVIEW, v.2019 (National Instruments); LumiCycle software, v. 3.002 (Actimetrics Inc., Evanston, IL); Prism v.7.0a (GraphPad).

Data analysis KEGG pathway and Gene Ontology databases were accessed via ClueGO v. 2.5.4, and visualized within Cytoscape v. 3.5.1 or as a bar plot in MATLAB R2020b(The Mathworks, Inc). Other plots were performed in MATLAB2020b.  
Our LABVIEW code is publicly available (<https://github.com/Onelia-G/CAVRO-PUMPS-FOR-MICROFLUIDICS>).  
Our Matlab code is publicly available (<https://github.com/Onelia-G/heap-map>) and freely available for data processing.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All data supporting the findings of this study are available within the article, its Supplementary Information, attached files, and online deposited data (RNA-seq data: GSE167763, <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE167763>, or from the authors upon reasonable request.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | For each experimental condition at least three independent biological experiments were performed. Statistical significance was assessed by the Student's t-test and one-way ANOVA with Tukey's multiple comparisons test, and presented as the mean±s.d, determined from at least three independent experiments. For all analysis: *: P<0.05; **: P<0.01; ***: P<0.001; ****: P<0.0001. All N values defined in the legends refer to biological replicates unless otherwise indicated. |
| Data exclusions | No data were excluded                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Replication     | For each experiments at least three independent and successful replicates were provided.                                                                                                                                                                                                                                                                                                                                                                                               |
| Randomization   | The allocation was random.                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Blinding        | Blinding was performed in a first stage of the data analysis, then it was not possible due to participants involvement in data discussion.                                                                                                                                                                                                                                                                                                                                             |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                     |
|-------------------------------------|-----------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                       |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                                                                                             |
|----------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | Mouse fibroblasts isolated from hearings in Takahashi's Lab (UTSW). Human Foreskin Fibroblasts, HFF (ATCC, Cat. SCRC-1041). |
| Authentication                                                       | None of the cell line was authenticated.                                                                                    |
| Mycoplasma contamination                                             | Absence of mycoplasma contamination was periodically checked.                                                               |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | Name any commonly misidentified cell lines used in the study and provide a rationale for their use.                         |

# Supplementary material for: Synchronization between peripheral circadian clock and feeding-fasting cycles in microfluidic device sustains oscillatory pattern of transcriptome
**Source:** Nat Commun. 2021 Oct 26;12:6185. doi: 10.1038/s41467-021-26294-9
**Supplement:** Supplementary file 6 — Source Data

MultiQC Report

# Toggle navigation v1.7

Loading report..

- General Stats
- FastQC
  - Sequence Counts
  - Sequence Quality Histograms
  - Per Sequence Quality Scores
  - Per Base Sequence Content
  - Per Sequence GC Content
  - Per Base N Content
  - Sequence Length Distribution
  - Sequence Duplication Levels
  - Overrepresented sequences

Toolbox

### MultiQC Toolbox

#### Apply Highlight Samples

+

Regex mode off
help
 Clear

#### Apply Rename Samples

+

Click here for bulk input.

Paste two columns of a tab-delimited table here (eg. from Excel).

First column should be the old name, second column the new name.

Add

Regex mode off
help
 Clear

#### Apply Show / Hide Samples

Hide matching samples

Show only matching samples

+

Regex mode off
help
 Clear

#### Export Plots

- Images
- Data

px

px

Aspect ratio

PNG
JPEG
SVG

Plot scaling

X

Download the raw data used to create the plots in this report below:

Format:

Tab-separated
Comma-separated
JSON

Note that additional data was saved in `multiqc_data_1` when this report was generated.

---

##### Choose Plots

 All
 None

---

   Download Plot Images

If you use plots from MultiQC in a publication or presentation, please cite:

> **MultiQC: Summarize analysis results for multiple tools and samples in a single report**  
> *Philip Ewels, Måns Magnusson, Sverker Lundin and Max Käller*  
> Bioinformatics (2016)  
> doi: 10.1093/bioinformatics/btw354  
> PMID: 27312411

#### Save Settings

You can save the toolbox settings for this report to the browser.

 Save

---

#### Load Settings

Choose a saved report profile from the dropdown box below:

[ select ]

Load
 Delete
 Set default
 Clear default

#### About MultiQC

This report was generated using MultiQC, version 1.7

You can see a YouTube video describing how to use MultiQC reports here:
https://youtu.be/qPbIlO\_KWN0

For more information about MultiQC, including other videos and
extensive documentation, please visit http://multiqc.info

You can report bugs, suggest improvements and find the source code for MultiQC on GitHub:
https://github.com/ewels/MultiQC

MultiQC is published in Bioinformatics:

> **MultiQC: Summarize analysis results for multiple tools and samples in a single report**  
> *Philip Ewels, Måns Magnusson, Sverker Lundin and Max Käller*  
> Bioinformatics (2016)  
> doi: 10.1093/bioinformatics/btw354  
> PMID: 27312411

# 

A modular tool to aggregate results from bioinformatics analyses across many samples into a single report.

#### JavaScript Disabled

MultiQC reports use JavaScript for plots and toolbox functions. It looks like
you have JavaScript disabled in your web browser. Please note that many of the report
functions will not work as intended.

Loading report..

Report generated on 2019-10-24, 13:23 based on data in:
`/home/ngstree/ngs/quantseq/Lexogen_53-54/Meta_Clock/qc`

---

×
don't show again

**Welcome!** Not sure where to start?  
Watch a tutorial video
  *(6:06)*

## General Statistics

 Copy table

 Configure Columns

 Sort by highlight

 Plot
Showing 70/70 rows and 2/4 columns.

×

#### General Statistics: Columns

Uncheck the tick box to hide columns. Click and drag the handle on the left to change order.

Show All
Show None

| Sort | Visible | Group | Column | Description | ID | Scale |
| --- | --- | --- | --- | --- | --- | --- |
| || |  | FastQC | % GC | Average % GC Content | `percent_gc` | None |
| || |  | FastQC | Length | Average Sequence Length (bp) | `avg_sequence_length` | None |
| || |  | FastQC | % Failed | Percentage of modules failed in FastQC report (includes those not plotted here) | `percent_fails` | None |
| || |  | FastQC | M Seqs | Total Sequences (millions) | `total_sequences` | read\_count |

Close

## FastQC

FastQC is a quality control tool for high throughput sequence data, written by Simon Andrews at the Babraham Institute in Cambridge.

### Sequence Counts Help

Sequence counts for each sample.

This plot show the total number of reads, broken down into unique and duplicate
if possible (only more recent versions of FastQC give duplicate info).

You can read more about duplicate calculation in the
FastQC documentation.
A small part has been copied here for convenience:

*Only sequences which first appear in the first 100,000 sequences
in each file are analysed. This should be enough to get a good impression
for the duplication levels in the whole file. Each sequence is tracked to
the end of the file to give a representative count of the overall duplication level.*

*The duplication detection requires an exact sequence match over the whole length of
the sequence. Any reads over 75bp in length are truncated to 50bp for this analysis.*

loading..

---

### Sequence Quality Histograms Help

The mean quality value across each base position in the read.

To enable multiple samples to be plotted on the same graph, only the mean quality
scores are plotted (unlike the box plots seen in FastQC reports).

Taken from the FastQC help:

*The y-axis on the graph shows the quality scores. The higher the score, the better
the base call. The background of the graph divides the y axis into very good quality
calls (green), calls of reasonable quality (orange), and calls of poor quality (red).
The quality of calls on most platforms will degrade as the run progresses, so it is
common to see base calls falling into the orange area towards the end of a read.*

loading..

---

### Per Sequence Quality Scores Help

The number of reads with average quality scores. Shows if a subset of reads has poor quality.

From the FastQC help:

*The per sequence quality score report allows you to see if a subset of your
sequences have universally low quality values. It is often the case that a
subset of sequences will have universally poor quality, however these should
represent only a small percentage of the total sequences.*

loading..

---

### Per Base Sequence Content Help

The proportion of each base position for which each of the four normal DNA bases has been called.

To enable multiple samples to be shown in a single plot, the base composition data
is shown as a heatmap. The colours represent the balance between the four bases:
an even distribution should give an even muddy brown colour. Hover over the plot
to see the percentage of the four bases under the cursor.

**To see the data as a line plot, as in the original FastQC graph, click on a sample track.**

From the FastQC help:

*Per Base Sequence Content plots out the proportion of each base position in a
file for which each of the four normal DNA bases has been called.*

*In a random library you would expect that there would be little to no difference
between the different bases of a sequence run, so the lines in this plot should
run parallel with each other. The relative amount of each base should reflect
the overall amount of these bases in your genome, but in any case they should
not be hugely imbalanced from each other.*

*It's worth noting that some types of library will always produce biased sequence
composition, normally at the start of the read. Libraries produced by priming
using random hexamers (including nearly all RNA-Seq libraries) and those which
were fragmented using transposases inherit an intrinsic bias in the positions
at which reads start. This bias does not concern an absolute sequence, but instead
provides enrichement of a number of different K-mers at the 5' end of the reads.
Whilst this is a true technical bias, it isn't something which can be corrected
by trimming and in most cases doesn't seem to adversely affect the downstream
analysis.*

Click a sample row to see a line plot for that dataset.

##### Rollover for sample name

 Export Plot

Position: -

%T: -

%C: -

%A: -

%G: -

---

### Per Sequence GC Content Help

The average GC content of reads. Normal random library typically have a
roughly normal distribution of GC content.

From the FastQC help:

*This module measures the GC content across the whole length of each sequence
in a file and compares it to a modelled normal distribution of GC content.*

*In a normal random library you would expect to see a roughly normal distribution
of GC content where the central peak corresponds to the overall GC content of
the underlying genome. Since we don't know the the GC content of the genome the
modal GC content is calculated from the observed data and used to build a
reference distribution.*

*An unusually shaped distribution could indicate a contaminated library or
some other kinds of biased subset. A normal distribution which is shifted
indicates some systematic bias which is independent of base position. If there
is a systematic bias which creates a shifted normal distribution then this won't
be flagged as an error by the module since it doesn't know what your genome's
GC content should be.*

Percentages
Counts

loading..

---

### Per Base N Content Help

The percentage of base calls at each position for which an `N` was called.

From the FastQC help:

*If a sequencer is unable to make a base call with sufficient confidence then it will
normally substitute an `N` rather than a conventional base call. This graph shows the
percentage of base calls at each position for which an `N` was called.*

*It's not unusual to see a very low proportion of Ns appearing in a sequence, especially
nearer the end of a sequence. However, if this proportion rises above a few percent
it suggests that the analysis pipeline was unable to interpret the data well enough to
make valid base calls.*

loading..

---

### Sequence Length Distribution

All samples have sequences of a single length (101bp).

---

### Sequence Duplication Levels Help

The relative level of duplication found for every sequence.

From the FastQC Help:

*In a diverse library most sequences will occur only once in the final set.
A low level of duplication may indicate a very high level of coverage of the
target sequence, but a high level of duplication is more likely to indicate
some kind of enrichment bias (eg PCR over amplification). This graph shows
the degree of duplication for every sequence in a library: the relative
number of sequences with different degrees of duplication.*

*Only sequences which first appear in the first 100,000 sequences
in each file are analysed. This should be enough to get a good impression
for the duplication levels in the whole file. Each sequence is tracked to
the end of the file to give a representative count of the overall duplication level.*

*The duplication detection requires an exact sequence match over the whole length of
the sequence. Any reads over 75bp in length are truncated to 50bp for this analysis.*

*In a properly diverse library most sequences should fall into the far left of the
plot in both the red and blue lines. A general level of enrichment, indicating broad
oversequencing in the library will tend to flatten the lines, lowering the low end
and generally raising other categories. More specific enrichments of subsets, or
the presence of low complexity contaminants will tend to produce spikes towards the
right of the plot.*

loading..

---

### Overrepresented sequences Help

The total amount of overrepresented sequences found in each library.

FastQC calculates and lists overrepresented sequences in FastQ files. It would not be
possible to show this for all samples in a MultiQC report, so instead this plot shows
the *number of sequences* categorized as over represented.

Sometimes, a single sequence may account for a large number of reads in a dataset.
To show this, the bars are split into two: the first shows the overrepresented reads
that come from the single most common sequence. The second shows the total count
from all remaining overrepresented sequences.

From the FastQC Help:

*A normal high-throughput library will contain a diverse set of sequences, with no
individual sequence making up a tiny fraction of the whole. Finding that a single
sequence is very overrepresented in the set either means that it is highly biologically
significant, or indicates that the library is contaminated, or not as diverse as you expected.*

*FastQC lists all of the sequences which make up more than 0.1% of the total.
To conserve memory only sequences which appear in the first 100,000 sequences are tracked
to the end of the file. It is therefore possible that a sequence which is overrepresented
but doesn't appear at the start of the file for some reason could be missed by this module.*

loading..

**MultiQC v1.7**
- Written by Phil Ewels,
available on GitHub.

This report uses HighCharts,
jQuery,
jQuery UI,
Bootstrap,
FileSaver.js and
clipboard.js.

×

### Plot Table Data

Select Column

Select Column

Please select two table columns.

Close

×

### Regex Help

Toolbox search strings can behave as regular expressions (regexes). Click a button below to see an example of it in action. Try modifying them yourself in the text box.

`^` (start of string)
`$` (end of string)
`[]` (character choice)
`\d` (shorthand for `[0-9]`)
`\w` (shorthand for `[0-9a-zA-Z_]`)
`.` (any character)
`\.` (literal full stop)
`()` `|` (group / separator)
`*` (prev char 0 or more)
`+` (prev char 1 or more)
`?` (prev char 0 or 1)
`{}` (char num times)
`{,}` (count range)

```
samp_1
samp_1_edited
samp_2
samp_2_edited
samp_3
samp_3_edited
prepended_samp_1
tmp_samp_1_edited
tmpp_samp_1_edited
tmppp_samp_1_edited
#samp_1_edited.tmp
samp_11
samp_11111
```

See regex101.com for a more heavy duty testing suite.

Close

How the deposited data were processed for this re-analysis (not part of the article)

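RNA of Per2::Luc mouse fibroblasts under HL, LH and HH was sequenced by 3′DGE in 62 libraries from 6 collections 4 h apart. The sequencing service filtered and trimmed the single-end reads, aligned them to the mouse genome (mm10 in the read summary) and counted uniquely aligned reads by gene, and the authors deposited these counts without normalization as 121 sets, 1 for each sequencing run of a library. The aligner, the counting program, its use of strand and the annotation release are not given in the sources used here. Each set lists 31053 Ensembl gene identifiers, of which 30934 matched the GENCODE M21 annotation (GRCm38) used for symbols and positions. Closing lines that name no gene were left out of totals and tests. Reads on no feature made up 18.4% to 29.1% of the uniquely aligned reads of a run (median 22.3%) and ambiguous reads 0.288% to 0.459% (median 0.383%).

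The total count of a run was 10069 to 7432752 (median 2939041), with 3188 to 9430 genes above 5 cpm. The paper's limit of 2500 such genes removed no run, and the runs of a library were summed. In the shallowest runs 1 count already lies above 5 cpm, so there the limit only counts detected genes. Before summing, 110 of the 118 runs with a second run had as their closest set of the other run the one with the same library name. Libraries then had 104912 to 11619095 counts. A library of 104912 counts has about 1 count for a gene at 10 CPM, so low genes are not resolved in it.

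Treatment, collection and replicate were taken from the titles of the deposited samples, and time from the collection and the 4 h interval. The read summary gives other names to the library numbers of 40 libraries, and the main results were also computed by number. Leaving out replicates, thinning, DESeq2, most other alternatives and the search for libraries far from their group were run by titles only. Totals of the second sequencing run equalled the counted reads listed for the library number in all 54 sets whose number is listed, and equalled those listed for the title only in the 20 sets where number and title do not conflict. In the first run no total equalled a listed one. These totals tie the sets to library numbers and leave open which name is right, so the mapping was not changed from them or from any result.

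Genes with at least 1 cpm in at least 3 libraries were tested. JTK_CYCLE was rewritten with the exact null distribution of its statistic, a period of 24 h, phases in steps of 2 h and correction over phases, at a threshold of 0.01 on the CPM of 1 treatment. Equal values of the reference curve were kept as ties. Levels and rhythms were compared between treatments with edgeR's quasi-likelihood test, TMM scaling and all 3 treatments in 1 model, with collection as a term for levels and a 24 h cosine and sine for each treatment for rhythms. For levels, the paper's thresholds of 0.01 for the test over treatments and 0.05 for the comparison were used without adjustment over genes. DESeq2 was an alternative, and where it gives no adjusted p the value was left empty. Overlaps and gene lists were tested with Fisher's exact test, one-sided, against the genes tested. The lists, which are not KEGG, hold 27 circadian, 149 cell cycle and 114 extracellular matrix genes. Genes named in the text are those that the paper names, the 5 with the smallest JTK P in each treatment and the 3 with the smallest comparison P among genes past both thresholds in each comparison, and other genes are said to be chosen after their values were seen or are given as members of a small count. Not every gene of this rule has its values printed.

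The tests were run on simulated data first. Of 200 simulated rhythms with a 4-fold range, JTK_CYCLE found 179 with the HL libraries, 187 with the LH libraries and 174 with the HH libraries, and it called 48, 52 and 34 of 13092 flat genes. For LH against HL, edgeR found 196 of 200 simulated 2-fold changes past both thresholds, with 63 of 12892 unchanged genes called, and 192 after Benjamini-Hochberg adjustment, with 3 false calls. Its test of a rhythm difference between HL and LH found 159 of 200, with 10 false calls among 13092 genes. In these simulations changes were put only on genes above a minimum mean count, and each gene was drawn independently of the others. Real genes are not independent. Libraries of the real data shuffled over collections gave up to 160 rhythmic genes in HL, 104 in LH and 252 in HH by titles.

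The mapping, the tests, the gene lists, the rule for named genes and most alternatives were fixed before the data were examined. These alternatives were the library numbers, each sequencing run alone, no limit on genes per run, leaving out the libraries that the read summary marks as removed, thinning to equal depth, equal numbers of libraries, other gene filters, other scaling, an amplitude limit of 10 CPM, adjustment over genes, a cosinor, phase by clock hour, DESeq2, a replicate block, no term for collection and leaving out each replicate. Alternatives with reference ties left to rounding, without libraries under 1000000 counts, with sequencing runs as separate replicates, or with library numbers and another change together were added after the data were seen. Treatments were shuffled within collections in 40 draws for edgeR, and in 100 arrangements for phases, and libraries were shuffled over collections in 100 draws for rhythmic genes, each number including the real arrangement. KEGG and Gene Ontology enrichment was not repeated, and the luminescence and qPCR experiments were not analysed here. R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.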

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

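The shuffling tests of the rhythm differences and of the levels of genes, the tests of clock genes, similarity and read totals for each assignment, and the tests on depth were chosen after the results they measure were seen.

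By the titles, 6 of 72 groups of core clock gene levels held a library far from the others of its treatment and collection, where chance gives about 1 in 20, or 3.6 groups. In HH, Clock had 52.1 CPM in collection 6 replicate 3, against 67.7 to 69.3 CPM in the others. In HL, Cry1 had 19.5 CPM in collection 4 replicate 2, against 6.85 to 8.02. In LH, Per2 had 3.10 CPM in collection 3 replicate 4, against 0.308 to 0.613, and 12.5 CPM in collection 5 replicate 1, against 4.20 to 5.47. The same library of collection 5 had 24.4 CPM of Per3, against 9.54 to 10.4. Nr1d1 had 36.6 CPM in LH collection 6 replicate 1, against 5.44 to 7.80. The number of groups, 6, is near what chance gives, so chance is not excluded. A wrong name for single libraries stays open, since no test here was made for single libraries. The screen was run by titles only.

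Total counts were far from the others in 2 of 9 groups, where 0.5 is expected. LH collection 3 replicate 1 had 8154566 counts, against 6454806 to 6501620, and LH collection 4 replicate 4 had 8101013, against 5627529 to 5741233. By library numbers these groups hold other libraries. A difference in depth changes the precision of a level more than its mean, and no biological explanation was tested.

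The rhythm of 9 genes differed between HL and LH, of 2 between HL and HH and of 7 between LH and HH in edgeR with adjustment over genes. When treatments were shuffled within collections, 8, 5 and 5 of 40 draws gave as many genes, the real arrangement included as 1 draw, with shuffled medians of 0 and largest counts of 485, 3 and 173, so chance is not excluded for any pair by titles. By library numbers the counts were 1, 0 and 0, and 17 of 40 draws gave as many between HL and LH. For the other pairs a count of 0 is reached in 40 of 40 draws by its nature, so the shuffling says nothing about them. At an unadjusted 0.05 the 3 counts by library numbers were 397, 723 and 907, of which the first is below what this threshold passes by chance. The counts by titles also changed with single replicates: between HL and LH to 3 without HL replicate 2, 2 without LH replicate 1 or 2, 5 without LH replicate 3 and 4 without LH replicate 4; between HL and HH to 1 without HH replicate 2 or 4, HL replicate 1 or LH replicate 2, 4 without HL replicate 3, 15 without HL replicate 4 and 10 without LH replicate 1; and between LH and HH to 4 without HH replicate 3 or LH replicate 3, 1 without HH replicate 4, 0 without LH replicate 1 or 4 and 2 without LH replicate 2. A wrong assignment of names and a biological difference between the protocols both stay open.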

How the results depend on the processing

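The tests without libraries under 1000000 counts, with ties of the JTK reference curve left to rounding, with the sequencing runs of a library as separate replicates, and with library numbers combined with another change were chosen after the data were seen. For every value given here as changed, the cause was not tested unless fewer genes, libraries or counts are named as part of the alternative. Rhythmic genes and rhythm differences are given as a percent of the genes tested in each setting, and called changed where their number moved by more than 1.5 times. By titles, 13292 genes were tested, of which 62 were rhythmic in HL, 124 in LH and 162 in HH, and 9 had a rhythm difference between HL and LH, 2 between HL and HH and 7 between LH and HH.

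By the library numbers of the read summary, rhythmic genes were 1.03% of the genes tested in HL, shared rhythmic genes numbered 23 for HL and LH, 24 for HL and HH, 22 for LH and HH and 14 in all 3 treatments, rhythmic core clock genes numbered 6 in HL and 3 in LH, and the share peaking from 0 to 12 h was 86.7% in LH and at 4 or 6 h 52.0% in LH. Between treatments, the median phase difference was 0 h for LH minus HL and 0 h for HH minus HL, rhythmic genes of the lists numbered 11 of the cell cycle list in HL, 7 of the extracellular matrix list in HL, 22 of the cell cycle list in LH and 15 of the extracellular matrix list in LH, genes past both thresholds numbered 75 in HH against HL, and genes with a rhythm difference were 1 (0.00758%) between HL and LH, 0 (0%) between HL and HH and 0 (0%) between LH and HH. The log2 fold change was 0.28 for Dner in HH against HL, 2.40 for Dner in LH against HL, 3.31 for Il23r in LH against HL, -4.10 for H19 in LH against HL, 2.86 for Spock1 in LH against HL, 0.22 for Nme2 in LH against HL, -0.16 for Smoc2 in LH against HL and 0.088 for Timm10b in LH against HL. Of the 16 log2 fold changes followed, 8 had the reverse sign by library numbers and 6 others were no longer past both thresholds. The counts of rhythmic genes in LH (173) and of genes past both thresholds in LH against HL (177) stayed within 1.5 times the value by titles. The counts of 0 for rhythm differences by library numbers are from edgeR with adjustment over genes, with 723 genes (HL and HH) and 907 genes (LH and HH) at an unadjusted 0.05.

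With the first sequencing run alone, shared rhythmic genes numbered 2 for HL and HH and 1 in all 3 treatments, rhythmic genes of the lists numbered 5 of the cell cycle list in LH, genes with a rhythm difference were 5 (0.0366%) between HL and LH and 10 (0.0732%) between HL and HH, and the log2 fold change was 0.070 for Ptcd2 in LH against HL. With the second run alone, rhythmic genes were 0.239% of the genes tested in HL, shared rhythmic genes numbered 1 for HL and LH, 2 for HL and HH and 1 in all 3 treatments, rhythmic core clock genes numbered 3 in LH, and the share peaking from 0 to 12 h was 31.4% in LH and at 8 or 12 h 34.5% in HH. The median log2 amplitude ratio was -0.44 for LH over HL, and genes with a rhythm difference were 5 (0.0374%) between HL and LH and 0 (0%) between LH and HH. Including every run, whatever its number of genes above 5 cpm, changed no value because the limit removed none. Without the libraries that the read summary marks as removed, rhythmic core clock genes numbered 3 in LH, rhythmic genes of the lists numbered 9 of the cell cycle list in LH, and genes with a rhythm difference were 1 (0.00754%) between HL and HH. They were left out by name. The counted reads listed for LH collection 5 replicate 1 (50239) and HL collection 6 replicate 2 (37262) among them equal the second-run totals of the sets titled HL collection 6 replicate 4 and LH collection 6 replicate 3, which stayed in, while the library titled LH collection 5 replicate 1 had 4634339 counts over both runs. If the library numbers are right, these 2 left out are not the ones marked as removed.

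Thinned to the depth of the shallowest library, 104912 counts, which limits the power for genes of low expression, rhythmic genes were 0.208% of the genes tested in HL, 0.208% in LH and 0.392% in HH, shared rhythmic genes numbered 1 for HL and LH, 1 for HL and HH, 3 for LH and HH and 1 in all 3 treatments, rhythmic core clock genes numbered 1 in LH and 1 in HH, and the share peaking at 4 or 6 h was 7.69% in HL and 3.85% in LH. The median log2 amplitude ratio was 0.78 for LH over HL, rhythmic genes of the lists numbered 1 of the circadian list in HL and 2 of the cell cycle list in HH, genes past both thresholds numbered 85 in HH against HL and 74 in LH against HL, and genes with a rhythm difference were 7 (0.0560%) between HL and HH and 0 (0%) between LH and HH. The log2 fold change was 0.0085 for Ptcd2 in HH against HL, 0.15 for Dner in HH against HL and 0.84 for Dner in LH against HL. Of the other log2 fold changes followed, 8 were no longer past both thresholds in the thinned libraries and 3 kept their side of them. With the same number of libraries per collection in each treatment, 18 per treatment and the median of 21 draws, rhythmic genes were 0.436% of the genes tested in LH, shared rhythmic genes numbered 1 for HL and LH, 3 for HL and HH, 4 for LH and HH and 1 in all 3 treatments, rhythmic core clock genes numbered 2 in LH, and the share peaking at 4 or 6 h was 14.5% in LH. The median phase difference was -8 h for HH minus HL, and the median log2 amplitude ratio was -0.62 for LH over HL.

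With no filter beyond 1 count, which tested 20731 genes, rhythmic genes of the lists numbered 4 of the cell cycle list in LH, genes past both thresholds numbered 399 in HH against HL and 387 in LH against HL, and genes with a rhythm difference were 83 (0.400%) between HL and LH, 51 (0.246%) between HL and HH and 78 (0.376%) between LH and HH. With genes of a mean of at least 5 cpm, 9272 genes, genes with a rhythm difference were 3 (0.0324%) between HL and LH, 5 (0.0539%) between HL and HH and 0 (0%) between LH and HH. Under TMM scaling, shared rhythmic genes numbered 4 for HL and LH, the share peaking from 0 to 12 h was 53.2% in HL and 49.4% in HH and at 8 or 12 h 18.6% in HH, and rhythmic genes of the lists numbered 6 of the cell cycle list in LH. Under DESeq2 size factors, shared rhythmic genes numbered 4 for HL and LH, the share peaking from 0 to 12 h was 53.3% in HL and 49.7% in HH and at 8 or 12 h 19.6% in HH, and rhythmic genes of the lists numbered 5 of the cell cycle list in LH. In edgeR, DESeq2 size factors kept each count of genes within 1.5 times its value and each of the 16 log2 fold changes on its side of the thresholds. Dropping the term for collection gave 171 genes past both thresholds in HH against HL and 132 in LH against HL.

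With the adjustment of contrasts over genes in edgeR, genes past both thresholds numbered 0 in HH against HL and 0 in LH against HL. At an unadjusted 0.05 the contrasts held 985 and 756 genes, and DESeq2 with adjustment over genes called 0 genes in either comparison with its filter on low means, which left 2209 genes in HH against HL, and 2 genes in HH against HL and 0 in LH against HL without it, against 1019 and 796 at an unadjusted 0.05. At an unadjusted P below 0.01 for the interaction, genes with a rhythm difference were 1.93% between HL and LH, 2.81% between HL and HH and 2.56% between LH and HH. In DESeq2, genes with a rhythm difference were 22 (0.166%) between HL and HH and 19 (0.143%) between LH and HH. Its filter left 9157 and 12478 genes in these comparisons, and without it the counts were 20 and 19. With JTK P-values adjusted over genes, rhythmic genes were 0% of the genes tested in HL, 0% in LH and 0.00752% in HH, shared rhythmic genes numbered 0 for HL and LH, 0 for HL and HH, 0 for LH and HH and 0 in all 3 treatments, rhythmic core clock genes numbered 0 in HL, 0 in LH and 0 in HH, and the share peaking from 0 to 12 h was 0% in HH and at 8 or 12 h 100% in HH. Rhythmic genes of the lists numbered 0 of the circadian list in HL, 0 of the circadian list in LH, 0 of the cell cycle list in HH and 0 of the extracellular matrix list in HH. The only gene of HH was Nr1d2, so a share of 100% is 1 gene, and at an unadjusted 0.05 JTK_CYCLE called 356, 509 and 626 genes in HL, LH and HH, against 134, 338 and 388 genes by the cosinor at an unadjusted 0.01.

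With a JTK amplitude above 10 CPM, rhythmic genes were 0.0978% of the genes tested in HL, 0.278% in LH and 0.496% in HH, shared rhythmic genes numbered 1 for HL and LH, 3 for HL and HH, 3 for LH and HH and 1 in all 3 treatments, rhythmic core clock genes numbered 1 in LH and 1 in HH, and the share peaking from 0 to 12 h was 54.0% in LH and at 8 or 12 h 34.9% in HH. The median log2 amplitude ratio was 0.73 for HH over LH, and rhythmic genes of the lists numbered 3 of the cell cycle list in HH. With a cosinor in edgeR, rhythmic genes were 1.01% of the genes tested in HL, 2.54% in LH and 2.92% in HH, shared rhythmic genes numbered 18 for HL and LH, 18 for HL and HH, 57 for LH and HH and 9 in all 3 treatments, rhythmic core clock genes numbered 3 in HL, and the share peaking from 0 to 12 h was 48.5% in HL, 64.8% in LH and 39.2% in HH and at 4 or 6 h 18.6% in LH and at 8 or 12 h 9.28% in HH. Between treatments, the median phase difference was -4.02 h for HH minus LH, and rhythmic genes of the lists numbered 28 of the cell cycle list in LH. Phase by clock hour added the label hour of the first collection, 20 h, to every phase and used no later label hour. The share peaking from 0 to 12 h was then 82.3% in HL and 61.3% in LH. At 4 or 6 h it was 43.5% in HL and 16.1% in LH, and at 8 or 12 h 15.4% in HH.

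Without libraries under 1000000 counts, which is 1 library, the share peaking from 0 to 12 h was 50.7% in LH, rhythmic genes of the lists numbered 10 of the cell cycle list in LH, and genes with a rhythm difference were 1 (0.00754%) between HL and HH. With ties of the reference curve left to rounding, rhythmic genes were 1.02% of the genes tested in HL and 2.45% in HH, shared rhythmic genes numbered 4 for HL and LH, 9 for HL and HH and 18 for LH and HH, the share peaking from 0 to 12 h was 59.2% in LH and at 8 or 12 h 15.9% in HH, and rhythmic genes of the lists numbered 6 of the cell cycle list in LH. By library numbers with these ties left to rounding, rhythmic genes were 1.78% of the genes tested in HL, 2.16% in LH and 2.47% in HH, shared rhythmic genes numbered 39 for HL and LH, 38 for HL and HH, 44 for LH and HH and 20 in all 3 treatments, rhythmic core clock genes numbered 6 in HL, and the share peaking from 0 to 12 h was 84.2% in LH and at 4 or 6 h 34.7% in LH and at 8 or 12 h 15.9% in HH. The median phase difference was 0 h for LH minus HL and 0 h for HH minus HL, and rhythmic genes of the lists numbered 21 of the cell cycle list in HL, 10 of the extracellular matrix list in HL, 29 of the cell cycle list in LH and 17 of the extracellular matrix list in LH. By library numbers with an amplitude above 10 CPM, rhythmic genes were 0.311% of the genes tested in HL, 0.455% in LH and 0.500% in HH, shared rhythmic genes numbered 13 for HL and LH, 14 for HL and HH, 17 for LH and HH and 10 in all 3 treatments, rhythmic core clock genes numbered 2 in HL, 2 in LH and 1 in HH, and the share peaking from 0 to 12 h was 90.0% in LH and at 4 or 6 h 34.1% in HL and 45.0% in LH and at 8 or 12 h 34.9% in HH. Between treatments, the median phase difference was 0 h for LH minus HL and 0 h for HH minus HL, and rhythmic genes of the lists numbered 5 of the extracellular matrix list in HL and 12 of the extracellular matrix list in LH. By library numbers with the cosinor, rhythmic genes were 2.80% of the genes tested in HL, 1.92% in LH and 2.91% in HH, shared rhythmic genes numbered 69 for HL and LH, 93 for HL and HH, 62 for LH and HH and 45 in all 3 treatments, rhythmic core clock genes numbered 8 in HL and 3 in LH, and the share peaking from 0 to 12 h was 55.7% in LH and 38.8% in HH and at 4 or 6 h 36.0% in LH and at 8 or 12 h 9.12% in HH. The median phase difference was 0.352 h for LH minus HL and 0.587 h for HH minus HL, and rhythmic genes of the lists numbered 41 of the cell cycle list in HL, 15 of the extracellular matrix list in HL, 31 of the cell cycle list in LH and 13 of the extracellular matrix list in LH.

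Runs of most libraries differ by little more than sampling noise, so taking runs as replicates counts the same library repeatedly. With runs as separate replicates by titles, rhythmic genes were 3.55% of the genes tested in HL, 5.87% in LH and 8.72% in HH, shared rhythmic genes numbered 42 for HL and LH, 73 for HL and HH, 151 for LH and HH and 14 in all 3 treatments, rhythmic core clock genes numbered 3 in HL, and the share peaking at 4 or 6 h was 3.46% in LH. Between treatments, the median phase difference was 0 h for LH minus HL, and rhythmic genes of the lists numbered 8 of the extracellular matrix list in HL, 34 of the cell cycle list in LH and 11 of the extracellular matrix list in LH. With runs as separate replicates and an amplitude above 10 CPM, rhythmic genes were 0.880% of the genes tested in HL, 1.84% in LH and 3.12% in HH, shared rhythmic genes numbered 20 for HL and LH, 32 for HL and HH, 59 for LH and HH and 6 in all 3 treatments, rhythmic core clock genes numbered 1 in LH and 1 in HH, and the share peaking from 0 to 12 h was 49.6% in HL and 50.2% in LH and at 4 or 6 h 4.08% in LH and at 8 or 12 h 34.1% in HH. The median phase difference was 3 h for LH minus HL, and rhythmic genes of the lists numbered 9 of the extracellular matrix list in LH and 8 of the cell cycle list in HH. With separate runs by library numbers, rhythmic genes were 6.30% of the genes tested in HL, 6.74% in LH and 8.78% in HH, shared rhythmic genes numbered 200 for HL and LH, 220 for HL and HH, 207 for LH and HH and 102 in all 3 treatments, rhythmic core clock genes numbered 8 in HL, and the share peaking from 0 to 12 h was 84.1% in LH and at 4 or 6 h 33.4% in HL and 52.6% in LH. Between treatments, the median phase difference was 0 h for LH minus HL and 0 h for HH minus HL, and rhythmic genes of the lists numbered 48 of the cell cycle list in HL, 27 of the extracellular matrix list in HL, 66 of the cell cycle list in LH and 29 of the extracellular matrix list in LH. With separate runs by library numbers and an amplitude above 10 CPM, rhythmic genes were 1.73% of the genes tested in HL, 1.97% in LH and 3.14% in HH, shared rhythmic genes numbered 84 for HL and LH, 89 for HL and HH, 86 for LH and HH and 49 in all 3 treatments, rhythmic core clock genes numbered 2 in LH and 1 in HH, and the share peaking from 0 to 12 h was 77.3% in LH and at 4 or 6 h 36.0% in HL and 46.9% in LH and at 8 or 12 h 34.1% in HH. The median phase difference was 0 h for LH minus HL and 0 h for HH minus HL, and rhythmic genes of the lists numbered 23 of the extracellular matrix list in HL, 23 of the extracellular matrix list in LH and 8 of the cell cycle list in HH.

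The replicate numbers do not pair the libraries. Libraries of different groups with the same number had mean correlations of deviations of 0.0148, -0.0074, -0.0067 and -0.001 for replicates 1 to 4, against 0.0005 for different numbers, and single pairs went down to -0.474. With the replicate number as a block, genes with a rhythm difference were 1 (0.00752%) between HL and HH. With the block there were 130 genes past both thresholds in HH against HL, 138 in LH against HL, 7 genes with a rhythm difference between HL and LH and 5 between LH and HH, and no log2 fold change of a named gene changed its side of the thresholds.

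Each replicate number of each treatment was left out in turn, with all its libraries over the collections, so a change can come from fewer libraries alone. Several values moved by more than 1.5 times, changed sign or fell to 0. Each such replicate is given by its treatment and number with its value. Rhythmic genes in HL ranged from 36 to 80, or 0.272% to 0.606% of the genes tested (36 without HL 1, 41 without HL 2). Rhythmic genes in LH ranged from 73 to 124, or 0.553% to 0.939% of the genes tested (73 without LH 2, 77 without LH 3). Rhythmic genes in HH ranged from 56 to 162, or 0.424% to 1.23% of the genes tested (87 without HH 1, 97 without HH 2, 56 without HH 3, 98 without HH 4). Genes shared by HL and LH ranged from 1 to 3 (1 without HL 1 or LH 2 or LH 3 or LH 4). Genes shared by HL and HH ranged from 1 to 5 (3 without HH 1 or HH 2 or HH 3, 2 without HH 4 or HL 4, 1 without HL 1). Genes shared by LH and HH ranged from 3 to 11 (4 without HH 1 or LH 2, 3 without HH 3 or LH 4, 6 without HH 4, 7 without LH 1, 5 without LH 3). Genes shared by all 3 ranged from 0 to 2 (1 without HH 2 or HH 3 or HH 4 or HL 1 or LH 2 or LH 3 or LH 4, 0 without HL 4). Core clock genes rhythmic in HL ranged from 0 to 2 (2 without HL 2, 0 without HL 4). Core clock genes rhythmic in LH ranged from 2 to 5 (2 without LH 1 or LH 2 or LH 3, 3 without LH 4). Core clock genes rhythmic in HH ranged from 2 to 6 (3 without HH 1 or HH 4, 2 without HH 3). HL shares at 0 to 12 h ranged from 46.3% to 83.8%. LH shares at 0 to 12 h ranged from 31.2% to 72.9% (72.9% without LH 1). HH shares at 0 to 12 h ranged from 42.9% to 79.3% (42.9% without HH 3). HL shares at 4 or 6 h ranged from 14.6% to 33.3% (33.3% without HL 1). LH shares at 4 or 6 h ranged from 8.06% to 23.4% (23.4% without LH 1, 17.8% without LH 2, 15.5% without LH 4). HH shares at 8 or 12 h ranged from 22.7% to 55.2% (55.2% without HH 1). Phase differences LH minus HL ranged from -4 h to 8 h (8 h without HL 4). Phase differences HH minus HL ranged from -9 h to -4 h (-9 h without HL 4). Phase differences HH minus LH ranged from -6 h to 0 h (-6 h without LH 3, 0 h without HH 1 or HH 2 or HH 3 or LH 1 or LH 2). Log2 amplitude ratios LH over HL ranged from -0.56 to 0.80 (0.28 without HL 1, -0.56 without HL 4, 0.33 without LH 1, 0.80 without LH 3, 0.38 without LH 4). Log2 amplitude ratios HH over HL ranged from -0.24 to 0.56 (0.56 without HH 2, 0.40 without HH 3, 0.43 without HL 1). Log2 amplitude ratios HH over LH ranged from -0.23 to 0.34 (-0.23 without LH 1, -0.062 without LH 4). Circadian genes rhythmic in HL ranged from 0 to 6 (1 without HL 1, 6 without HL 2, 0 without HL 4). Circadian genes rhythmic in LH ranged from 2 to 7 (4 without LH 1, 2 without LH 2, 3 without LH 3 or LH 4). Circadian genes rhythmic in HH ranged from 5 to 10 (5 without HH 3). Cell cycle genes rhythmic in HL ranged from 0 to 4 (4 without HL 3, 1 without HL 4). Cell cycle genes rhythmic in LH ranged from 0 to 9 (9 without LH 1, 0 without LH 2 or LH 3, 1 without LH 4). Cell cycle genes rhythmic in HH ranged from 1 to 15 (2 without HH 1 or HH 2, 1 without HH 3). Extracellular matrix genes rhythmic in HL ranged from 0 to 1 (0 without HL 1 or HL 3 or HL 4). Extracellular matrix genes rhythmic in LH ranged from 0 to 2 (1 without LH 2, 0 without LH 4). Extracellular matrix genes rhythmic in HH ranged from 3 to 10 (4 without HH 1, 6 without HH 2, 3 without HH 3 or HH 4). Genes past both thresholds in HH against HL ranged from 91 to 322 (92 without HH 1, 322 without HH 4, 91 without HL 2). Genes past both thresholds in LH against HL ranged from 88 to 216 (94 without HL 2, 96 without HL 4, 88 without LH 3, 89 without LH 4). Rhythm differences between HL and LH ranged from 2 to 11, or 0.0152% to 0.0833% of the genes tested (3 without HL 2, 2 without LH 1 or LH 2, 5 without LH 3, 4 without LH 4). Rhythm differences between HL and HH ranged from 1 to 15, or 0.00755% to 0.114% of the genes tested (1 without HH 2 or HH 4 or HL 1 or LH 2, 4 without HL 3, 15 without HL 4, 10 without LH 1). Rhythm differences between LH and HH ranged from 0 to 9, or 0% to 0.0681% of the genes tested (4 without HH 3 or LH 3, 1 without HH 4, 0 without LH 1 or LH 4, 2 without LH 2).

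Of the named genes, the log2 fold change of Ptcd2 in LH against HL ranged from -0.067 to 0.022 and had the reverse sign without LH replicate 2, Dner in HH against HL passed both thresholds without LH replicate 2 (-1.73), Il23r in LH against HL did so without HL replicate 1 (-1.29) and without LH replicate 1 (-2.15), and Spock1 in LH against HL without LH replicate 2 (-1.31). The other log2 fold changes followed kept their sign and their side of the thresholds when a replicate was left out. Under the other settings, 1 came to pass both thresholds in the first run (Dner in HH against HL), 2 no longer did in the second run (Smoc2 in both comparisons), and in DESeq2 2 came to pass them (Dner in HH against HL and Spock1 in LH against HL) and 1 no longer did (Il23r in HH against HL), while without libraries under 1000000 counts 3 came to pass them (Dner in both comparisons and Spock1 in LH against HL). Over the named genes, 1337 of the JTK P-values with 1 replicate left out kept their side of the threshold, 63 rose above it and 4 fell below it. Over the other alternatives, 1714 kept their side, 112 rose above the threshold and 220 fell below it.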

Differences from the paper's values

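Settings with reference ties left to rounding, with sequencing runs as separate replicates, or with library numbers together with another change were chosen after the values were seen, and the library numbers alone were not. Of the 18 genes that the paper names among those shared by the 3 treatments, the number not rhythmic in all 3 was 17 by titles, 10 by library numbers, 17 with ties left to rounding, 7 by library numbers with ties left to rounding, 7 by library numbers with the cosinor, 12 by library numbers with an amplitude above 10 CPM, 14 with separate runs, 16 with separate runs and the amplitude limit, 2 by library numbers with separate runs and 8 by library numbers with separate runs and the amplitude limit.

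The paper reports 304 rhythmic genes in HL, and 62 were found. None of the alternatives set before the data were examined came within 1.5 times of the paper's value. Of those chosen after seeing the values, library numbers came within 1.5 times with ties left to rounding (1.78% of the 13198 genes tested), with the cosinor (2.80%) and with separate runs and an amplitude above 10 CPM (1.73%). For LH the paper reports 313 and 124 were found. Of the alternatives set before, only the cosinor (2.54% of the 13292 genes tested by titles) came within 1.5 times, and of those chosen after seeing the values, library numbers with ties left to rounding (2.16%), with the cosinor (1.92%) and with separate runs and the amplitude limit (1.97%), and separate runs with the amplitude limit by titles (1.84%). For HH the paper reports 278 and 162 were found. Of the alternatives set before, only the cosinor (2.92%) came within 1.5 times, and of those chosen after seeing the values, ties left to rounding (2.45% by titles and 2.47% by library numbers), library numbers with the cosinor (2.91%) and separate runs with the amplitude limit (3.12% by titles and 3.14% by library numbers).

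For genes rhythmic in all 3 treatments the paper reports 27, and 2 were found. None of the alternatives set before came within 1.5 times, and of those chosen after seeing the values only library numbers with ties left to rounding did (20). Fig. 4c, read by eye, shows about 60 genes shared by HL and LH, about 46 by HL and HH and about 44 by LH and HH, where 2, 5 and 11 were found. For HL and LH none of the alternatives set before came within 1.5 times, and of those chosen after seeing the values, library numbers with the cosinor (69), separate runs (42) and library numbers with separate runs and the amplitude limit (84) did. For HL and HH none of those set before did, and of those chosen after seeing the values, library numbers with ties left to rounding (38) and separate runs with the amplitude limit (32) did. For LH and HH the cosinor, set before, gave 57, and of those chosen after seeing the values, library numbers with ties left to rounding gave 44, library numbers with the cosinor 62 and separate runs with the amplitude limit 59.

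The paper reports that 7 of 8 core clock genes oscillate in HL, and 1 did by titles. Of the alternatives set before, only the library numbers (6) came within 1.5 times, and of those chosen after seeing the values, library numbers with ties left to rounding (6), with the cosinor (8) and with separate runs (8). In LH and HH, 5 and 6 of the 8 genes were rhythmic by titles, which are the paper's numbers, and 3 were rhythmic in LH by library numbers. The LH count by titles was 2 without LH replicate 1, 2 or 3 and 3 without LH replicate 4, and the HH count was 3 without HH replicate 1 or 4 and 2 without HH replicate 3.

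The paper reports that 87% of the rhythmic genes of LH peak from 0 to 12 h, and 40.3% did. Of the alternatives set before, the library numbers (86.7%), leaving out LH replicate 1 (72.9%), phase by clock hour (61.3%) and the cosinor (64.8%) came within 1.5 times, and the others did not. Of those chosen after seeing the values, ties left to rounding (59.2%) and library numbers with ties left to rounding (84.2%), with the amplitude limit (90.0%), with separate runs (84.1%) and with separate runs and the amplitude limit (77.3%) did. At 4 or 6 h the paper reports 35.5% in HL and 72.5% in LH, where 21.0% and 8.06% were found. In HL, of the alternatives set before, the library numbers (30.1%), the first sequencing run (25.9%), leaving out HL replicate 1 (33.3%) or HL replicate 3 (26.3%), phase by clock hour (43.5%) and equal numbers of libraries (29.4%) came within 1.5 times, and the others did not. Of those chosen after seeing the values, ties left to rounding gave 31.1% in HL, and library numbers gave 29.4% with ties left to rounding, 34.1% with the amplitude limit, 24.1% with the cosinor, 33.4% with separate runs and 36.0% with separate runs and the amplitude limit. In LH, of the alternatives set before, only the library numbers (52.0%) came within 1.5 times, and of those chosen after seeing the values, library numbers with separate runs (52.6%).

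Fig. 4d, read by eye, shows about 63 genes with a changed mean level in HH against HL and about 93 in LH against HL, where 160 and 154 were found. For HH against HL, of the alternatives set before, the library numbers (75), thinning to equal depth (85) and leaving out HH replicate 1 (92) or HL replicate 2 (91) came within 1.5 times, and the others did not. For LH against HL, the second sequencing run (122), leaving out the libraries that the read summary marks as removed (139), thinning (74), a mean of at least 5 cpm (114), the replicate block (138) and no term for collection (132) did, as did leaving out HH replicate 1 (114), HH replicate 2 (136), HH replicate 3 (125), HL replicate 2 (94), HL replicate 4 (96), LH replicate 2 (126), LH replicate 3 (88) or LH replicate 4 (89), and the others did not.

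The paper names 18 genes as shared by the 3 treatments, of which 1 (Nr1d1) was rhythmic in all 3 by titles and 8 by library numbers. It names Ptcd2 and Dner as rhythmic in LH alone among the genes with a changed mean. The exact JTK P of Ptcd2 in LH was 0.395 by titles and 0.0147 by library numbers, and that of Dner was 1 and 0.022, so neither passed the threshold in LH in either assignment.

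The paper states that LH tends to gather its genes at a phase near 4 h while HL and HH have more varied phases. By titles the mean phase vector was 0.283 long in LH, 0.502 in HL and 0.242 in HH, and the most frequent phase of LH was 12 h. By library numbers it was 0.68 in LH and 0.272 in HL, and 77 of 173 genes of LH peaked at 4 h.

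The paper finds the circadian category more significant in HL and HH than in LH, and the cell cycle enriched in HL. For LH it writes that production of extracellular matrix seems to be regulated by circadian genes. By titles the hand-written circadian list had 3 rhythmic genes in HL, 7 in LH and 10 in HH, and by library numbers 11, 9 and 10. The cell cycle list had 0, 4 and 15 by titles and 11, 22 and 15 by library numbers, and the matrix list 1, 2 and 10 by titles and 7, 15 and 10 by library numbers. The 4 collagen genes that the paper names (Col4a1, Col4a2, Col5a3 and Col6a1) were rhythmic in LH by library numbers and not by titles.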

Other observations

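The tests of clock genes, similarity and read totals for each assignment, those of mean levels, those of a lower share at 4 or 6 h in LH, those on depth and the choice of genes named here apart from those the paper names came after the results were seen.

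Whether the titles or the library numbers name the libraries was tested in 3 ways that do not point to the same answer. Totals of the second sequencing run equalled the counted reads listed for the library number in all 34 listed sets whose number and title conflict, and in none of them those listed for the title. This ties the sets to numbers, while a wrong name beside a number in the read summary stays open. The sum over the 8 core clock genes of the negative log10 of the JTK P in HL was 27.0 by library numbers and 6.77 by titles. Libraries shuffled over collections reached these sums with a permutation p of 1e-04, the smallest that 10000 permutations can give, and 0.0085. In LH the sums were 13.8 by library numbers and 14.2 by titles, with a permutation p of 1e-04 in each. Both assignments thus stood above shuffled libraries, which is possible for a wrong list as well if it keeps libraries near their place in the order of collections. Over the 35 libraries compared, libraries of the same treatment and collection were more alike than others by titles, with a difference in mean Spearman rho of 0.00427 (permutation test, p = 0.0177), and not by library numbers (-0.000252, p = 0.522). These values do not decide between the titles and the numbers. The similarity favours the titles while the clock genes of HL favour the numbers, and no test was fixed in advance to weigh them. The order of the names is a further point. Along rising library numbers, the titles follow the condition codes of the read summary sorted as text. In the read summary itself the codes follow their numeric order. This order goes with a wrong assignment of the titles, which no test here excludes or shows.

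In 100 draws with libraries shuffled over collections, the real arrangement included, as many rhythmic genes arose in 16 draws for HL, 1 for LH and 3 for HH by titles, with shuffled medians of 29, 37 and 32 genes. By library numbers they arose in 2 draws for HL and 6 for LH, with a median of 33 genes in each. Chance is excluded at 0.05 for LH and HH by titles and for HL by library numbers, and not for HL by titles or LH by library numbers. For mean levels, 40 draws with treatments shuffled within collections, the real arrangement included, gave as many genes past both thresholds in 6 draws for HH against HL and 3 for LH against HL by titles, and in 13 and 7 by library numbers, so chance is not excluded for any of these counts. Of these draws 4 gave as many genes in both comparisons as the 89 found by titles, and 24 as many as the 20 found by library numbers. For the share of genes at 4 or 6 h, the test set in advance was for a higher share in LH. By library numbers 5 of 100 arrangements gave an excess of LH over HL as large and 6 an excess over HH as large. By titles LH had the lower share, so the same counts, 79 and 60, have no bearing on the difference seen. A share of LH lower by as much arose in 22 of 100 arrangements for HL and in 41 for HH by titles, so chance is not excluded for any of these differences.

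Fewer genes were rhythmic in HL than in HH by titles. A candidate explanation is a difference in depth. With all libraries thinned to the same depth HL still had fewer, 26 against 49. Shuffled libraries at full depth gave medians of 29 in HL and 32 in HH, and thinned ones were not shuffled. Counts this small cannot decide the question. The median total count was 5548099 in HL and 6042936 in HH. A difference in depth, a biological difference and a wrong assignment stay open. Leaving out HH replicate 3 lowered the HH count from 162 to 56, leaving out HH replicate 1 to 87, HH replicate 2 to 97 and HH replicate 4 to 98, and leaving out HL replicates 1 and 2 lowered the HL count from 62 to 36 and 41.

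The 29 genes of HH with a phase of 8 h had a median correlation of 0.356 with each other within collections, where the time of collection plays no part, against 0.0653 for 1000 random lists of like expression (p = 0.001 by random lists, the smallest they can give). The 77 genes of LH with a phase of 4 h by library numbers had 0.151 against 0.0634 (p = 0.024 by random lists). The other sets of the most frequent phase had 0.228 against 0.0433 in HL (19 genes, p = 0.009 by random lists) and 0.210 against 0.0314 in LH (25 genes, p = 0.011 by random lists) by titles, and 0.0731 against 0.0143 in HL by library numbers (30 genes, p = 0.05 by random lists). A component shared by many genes in each library, technical or biological, is consistent with this, and rhythmic genes may then not be separate pieces of evidence.

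The library of 104912 counts in LH collection 2 had a median Spearman rho of 0.863 with the other libraries. The other 61 libraries thinned to its depth had 0.808 to 0.891 (median 0.884), so its profile lies within what its depth gives, which is consistent with a library that failed in yield alone.

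H19, named in the text by its rank by titles, had a log2 fold change in LH against HL of 1.91 (standard error 0.63, adjusted p = 0.542) by titles and of -4.10 (standard error 0.53, adjusted p = 1.95e-06) by library numbers in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For Spock1 the values were -1.07 (standard error 0.60, adjusted p = 0.893) and 2.86 (standard error 0.52, adjusted p = 0.00629) in the same test. For 2900060B14Rik in HH against HL, chosen after its values were seen, they were -0.64 (standard error 0.17, adjusted p = 0.345) and -0.79 (standard error 0.14, adjusted p = 0.00774).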
